# Nuclear oligo hashing improves differential analysis of single-cell RNA-seq

**DOI:** 10.1038/s41467-022-30309-4

**Published:** 2022-05-13

**Authors:** Hyeon-Jin Kim, Greg Booth, Lauren Saunders, Sanjay Srivatsan, José L. McFaline-Figueroa, Cole Trapnell

**Keywords:** Transcriptomics, RNA sequencing, Gene regulatory networks

## Abstract

Single-cell RNA sequencing (scRNA-seq) offers a high-resolution molecular view into complex tissues, but suffers from high levels of technical noise which frustrates efforts to compare the gene expression programs of different cell types. “Spike-in” RNA standards help control for technical variation in scRNA-seq, but using them with recently developed, ultra-scalable scRNA-seq methods based on combinatorial indexing is not feasible. Here, we describe a simple and cost-effective method for normalizing transcript counts and subtracting technical variability that improves differential expression analysis in scRNA-seq. The method affixes a ladder of synthetic single-stranded DNA oligos to each cell that appears in its RNA-seq library. With improved normalization we explore chemical perturbations with broad or highly specific effects on gene regulation, including RNA pol II elongation, histone deacetylation, and activation of the glucocorticoid receptor. Our methods reveal that inhibiting histone deacetylation prevents cells from executing their canonical program of changes following glucocorticoid stimulation.

## Abstract (web summary)

Using spike-in controls with current single cell RNA-seq platforms remains a challenge. Here, the authors use a mixture of short, unmodified DNA oligos as a normalization standard for sci-RNAseq to improve the detection of global transcriptome changes.

## Introduction

Single-cell RNA sequencing (scRNA-seq) methods have revolutionized our understanding of development^1–5^ and disease^6–12^. Comparing transcript counts for one or more genes between populations of single-cells is a fundamental step in nearly all such experiments. However, current single-cell RNA-seq protocols exhibit high levels of technical noise and variability^13^. Current scRNA-seq methods detect RNA molecules by first reverse-transcribing them into cDNA, and inefficiencies in this conversion results in a failure to count the overwhelming majority of RNA molecules. Moreover, RNA content varies widely across individual cells even of the same type (e.g., as a function of cytoplasmic volume)^14^. Therefore, it is often difficult to assess whether an observed difference in the abundance of a gene transcript between cells is due to technical or biological variability. Moreover, inherent cell-to-cell variation in gene expression may obscure biologically meaningful differences to begin with. Thus, removing technical variation in transcript counts through proper normalization across cells could greatly improve the sensitivity of single-cell RNA-seq studies.

In order to normalize transcript abundances across cells, most scRNA-seq analyses compute library “size factors” that scale each cell’s counts relative to the others so that cells with few total read counts are not ignored in favor of cells in which more molecules were counted^15,16^. Such methods assume that all cells have similar total RNA content and the variation in their levels is purely technical. By assuming all cells in an experiment have equal total transcript abundances, size factor normalization precludes detection of global differences in transcript production and limits differential analysis to changes in relative abundance of individual transcripts. To combat the limitations of size factor normalization, a second approach compares transcript counts against an external standard. This approach works by “spiking in” several species of synthetic RNA molecules into the lysate of each cell at a range of concentrations^17^. These synthetic transcripts are detected along with endogenous mRNAs and by comparing the observed synthetic RNAs to their concentrations, one can estimate the efficiency of RNA detection in each cell, improving downstream analyses^18^. Importantly, the use of an external standard enables one to detect changes in global transcription^19^.

Using external spike-in controls with widely used scRNA-seq platforms is impractical or cost-prohibitive for several reasons. Droplet-based scRNA-seq instruments such as the 10X Chromium require most droplets to be “empty” in order to ensure that non-empty droplets contain only one cell. Adding a fixed amount of external RNA to each droplet would necessitate sequencing through the synthetic RNA in the acellular drops, vastly increasing the cost of the experiment^20^. Current single-cell RNA-seq methods based on combinatorial indexing such as sci-RNA-seq^1^ are also largely incompatible with the use of spike-in RNAs. Introducing synthetic RNAs to each cell in a controlled manner would require physically isolating or manipulating it, eliminating the key scalability advantage combinatorial indexing enjoys over other methods.

To enable the use of spike-in controls in a cost-effective manner, we developed an external molecular standard compatible with combinatorial indexing-based scRNA-seq methods. In sci-RNA-seq, permeabilized, fixed cells are first split across the wells of a 96- or 384-well microtiter plate. Reverse transcription is then performed within the intact cells or nuclei in situ using primers that carry barcode sequences corresponding to each well, yielding cDNA that is indexed according to the well in which it was transcribed. Cells are then pooled and split into a new plate and the cDNAs are indexed again by PCR. The resulting RNA-seq library fragments can be sequenced as a pool and deconvolved by collecting sets of reads that have the same pair of well-identifying indexes, yielding molecular profiles of thousands of individual cells without requiring their physical isolation. Improved versions of the protocol introduce additional rounds of splitting, indexing, and pooling to collect transcriptomes of millions of cells in one experiment^2^. Our molecular standard is affixed within each cell and processed as if they are endogenous mRNA molecules, which enables normalization of transcript counts from single cells and offers better control of technical variation in large scale scRNA-seq experiments.

To develop a method for introducing external normalization standards into single cells, we exploited nuclear oligo hashing, a way of irreversibly labeling cells with synthetic DNA barcodes. We previously introduced nuclear oligo hashing as part of sci-Plex, in which polyadenylated single-stranded oligonucleotides (“hashes”) are used to label nuclei and enable multiplexed single-cell transcriptome profiling of millions of cells from thousands of conditions in one experiment^21^. In a sci-Plex experiment, cells from each condition are permeabilized and incubated with hash oligos unique to that condition, which become trapped within the nuclei and can be chemically fixed in place. The oligos subsequently serve as templates for reverse transcription reactions and are therefore captured alongside endogenous mRNA transcripts during sci-RNA-seq library preparation.

We reasoned that, in addition to labeling cells according to condition, hashes could be added to cells at varying and known concentrations and then used as an external proxy for estimating and subtracting technical noise between individual cells. Assuming that hash oligos become trapped in the nuclei in a concentration-dependent manner, we designed a ladder of distinct hash oligos, with each hash species present at a unique, predetermined concentration within the mixture (Fig. 1a). After incubating exposed nuclei with the ladder, we then fix and collect the nuclei and subject them to sci-RNA-seq. To normalize transcriptome counts from each nucleus, we compare the observed hash ladder counts to the concentrations for each species, constructing a calibration curve for each cell by fitting a negative binomial regression model. Using the estimated parameters of this regression, we compute a cell-specific normalization constant, which should account for technical variations in sci-RNA-seq data. We can also use these regressions to identify and discard low-quality cells.

**Fig. 1:**
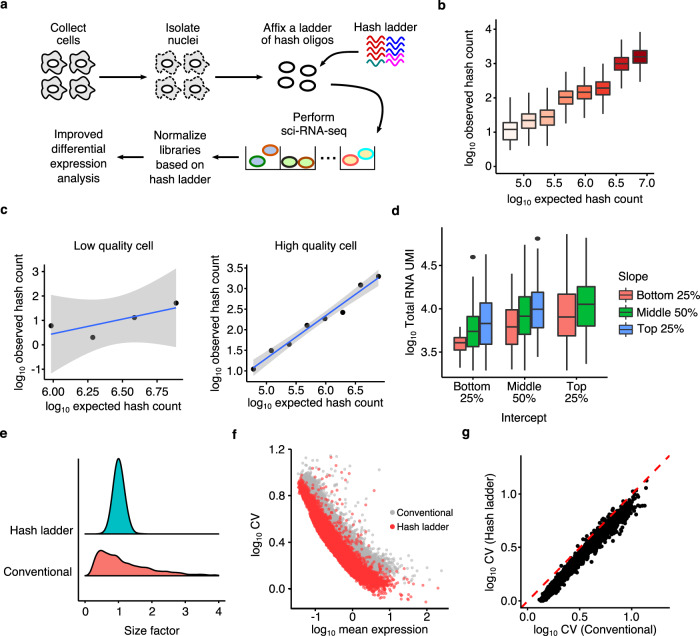
A set of hash oligos can be captured within nuclei and serve as external standards in sci-RNA-seq experiments. **a** An experimental overview of the hash ladder method. Nuclei are isolated from cells, fixed with a ladder of hash oligos, then processed with sci-RNA-seq. **b** Boxplot of hash oligo UMI counts per cell, each hash oligo spiked in at different abundance (*n* = 1884 cells). **c** Scatter plot of expected and observed hash ladder UMI counts, demonstrating a cell with low (left) and high (right) hash capture efficiency. **d** Boxplot of total RNA count of cells grouped according to the intercept and slope of their hash ladder calibration line (*n* = 1884 cells). **e** Distribution of cell-specific size factors computed using the conventional and hash ladder methods. **f** Scatter plot of normalized average expression and coefficient of variation (CV) of expressed genes in HEK293T. **g** Comparison of CV values computed with the conventional and hash ladder-based normalization methods. The centerline of the boxplots in **b** and **d** indicates the median, the box displays the first and third quartile, and the whiskers show the 1.5 interquartile range (IQR). Outliers are displayed as points.

## Results

### Hash ladders can be used as spike-in controls in sci-RNA-seq experiments

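The first experiment measured untreated HEK293T cells, a human embryonic kidney line, by sci-RNA-seq, in which nuclei receive their barcodes in successive rounds of combinatorial indexing. A hash ladder is a set of short single-stranded DNA oligos that are fixed to the nuclei in known amounts and read out with the RNA, so that each cell carries its own standard. 1 culture was profiled with 8 oligos, which leaves no replicate, so no test over cells is given. The authors aligned the reads to the human genome, collapsed reads that share a UMI and deposited raw counts of RNA and of each oligo per cell. From these counts each cell's calibration curve was fitted again by negative binomial regression, and cells under 100 ladder UMIs or with a pseudo R-squared under 0.7 were left out. The deposited cells hold 1937 to 72692 RNA UMIs each and 19384727 in all, so that intervals here cover counting error only.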

As a proof of concept, we designed a ladder comprising eight different hash oligos, theoretical abundance ranging from 0.1–12.8 picomoles per one million nuclei, and introduced into a sci-RNA-seq library preparation of HEK293T cells during the cell lysis step (Fig. 1a). 

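The cells of the files carry UMIs of both kinds. In all, 1906 cells had RNA and ladder counts together. Of the UMIs of RNA and ladder taken together, the ladder made up 26.5%, and the share of sequencing reads it took is not analysed here because the files hold UMI counts only.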

As expected, we recovered unique molecular identifier (UMI) counts from both the endogenous mRNA molecules and the individual hash oligos from the hash ladder, with about 12% of the sequencing used for the hash ladder (Supplementary Fig. 1a, b). 

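The 8 oligos were recovered in the order of the amounts added. The oligo added at 60220 molecules per nucleus gave a mean of 13.5 UMIs (SD 11.5 over cells) and was seen in 96.4% of the cells, and the oligo added at 7708160 molecules gave 1906 UMIs (SD 1333 over cells). The oligo at 120440 molecules was seen in 99.5% of the cells and that at 240880 molecules in 99.3%, while each of the 5 more abundant oligos was seen in 100%. Across the 8 oligos the log2 mean count increased with the log2 amount with a slope of 1.03 (Pearson r 0.984), and single oligos left the line by more than the sampling of UMIs. Between pairs of cells the median coefficient of determination of the ladder counts was 0.996, with 5th and 95th percentiles of 0.973 and 0.999. On log10 counts the median was 0.969. These values describe 1 culture, and the oligos are not independent replicates.

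**Figure D1:**
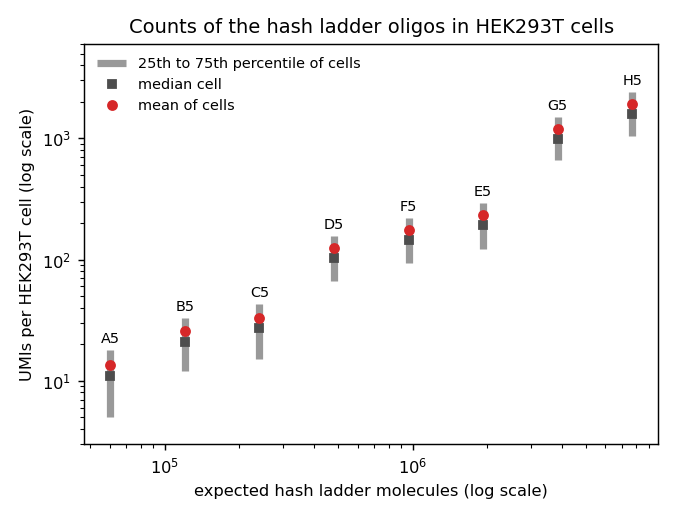
UMIs per cell of each of the 8 ladder oligos (log axis) against the molecules added per nucleus (log axis) in untreated HEK293T cells, with the mean, the median and the quartiles over cells. The means climb from 13.5 to 1906 UMIs, and each oligo's mean lies above that of the oligo before it.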

The observed number of hash oligo UMI counts globally reflected the expected abundance of each hash oligos in the ladder, and the hash ladder counts between each cell in this experiment were well correlated (median coefficient of determination between cells: 0.966) (Fig. 1b and Supplementary Fig. 1c). 

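Single cells differed in how much of the ladder they held. The median cell kept 3107.5 ladder UMIs, and the cells in the lowest quintile held 155 to 1787 while those in the highest quintile held 5104 to 22809. The curve fitted to each cell has a slope, which ranged from 0.724 to 1.31, and an intercept, which ranged from -14.5 to -6.20. The fit made here gave the deposited slope within 1e-06 in 1808 of the 1884 deposited cells. Cells with a steeper slope had a lower intercept, with a Spearman rho of -0.816 across cells, which are not replicates.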

For individual cells, we constructed a calibration curve describing the relationship between the expected and observed number of counts of each hash molecule by fitting a negative binomial regression model (Fig. 1c).

We hypothesized that the goodness of fit of the hash ladder calibration curve reflects the extent of technical variability introduced in the library preparation steps and therefore could be used as a quality control to identify low quality cells. To test this hypothesis, we examined the relationship between the quality of the fit of each cells’ regression model for its hash counts and its overall endogenous RNA UMIs. Cells with high recovery of endogenous RNA molecules tended to have hash regression models with higher pseudo R-squared values than those with low endogenous RNA UMI counts (Supplementary Fig. 1d). 

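In HEK293T cells the endogenous RNA of a cell and the fit of its ladder were only weakly related. The median RNA count was 7012 UMIs in the quintile of cells with the lowest pseudo R-squared, 8178 in the next, 7428 in the middle quintile, 8655 in the fourth and 8028 in the highest. The Spearman rho between RNA UMIs and pseudo R-squared was 0.0940 across cells. By comparison, RNA UMIs increased with ladder UMIs with a rho of 0.284. Across quintiles of ladder UMIs the median RNA count went from 5909 through 6846, 7951.5 and 8635 to 11226. The cells that failed the filter had a median of 6431 RNA UMIs. Cells of 1 culture are not replicates, so no p is given.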

In subsequent analyses, we considered cells to be low-quality if the pseudo R-squared value of the fit was lower than 0.7 or total hash ladder UMI count was less than 100. After filtering out low quality cells, we obtained transcriptomes (median 7787 UMIs) and hash ladder calibration curves (median 3108 UMIs) for 1884 cells (99.6%), with median pseudo R-squared value of 0.954 (Supplementary Fig. 1e).

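Of the 1906 HEK293T cells, 1885 passed both limits, which is 98.9% (exact binomial 95% interval 98.3 to 99.3, counting error only). Too few ladder UMIs removed 20 cells and a poor fit removed 8, some of them the same cells. The kept cells had a median of 7786.5 RNA UMIs and a median pseudo R-squared of 0.954, here the deviance form. By McFadden's form the median was 0.239, and 1 cell would have reached 0.7.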

We next evaluated whether the slope and intercept values of the calibration line reflect the technical variability in the total abundance of the endogenous mRNA molecules. Grün et al. proposed that the slope of external, spike-in based calibration curves captures the library preparation efficiency whereas the intercept value captures the fraction of endogenous and spike-in RNA used for library preparation and recovered by sequencing^18^. In this experiment, hash ladders were spiked into a homogeneous population of HEK293T cells; therefore, we hypothesized that the technical variation in the total RNA abundance should be captured by the hash ladder parameters. Indeed, the total RNA abundance was positively correlated with the values of slope and intercept when they were binned according to their values, indicating that the observed variation in the hash ladder counts can be used to estimate the technical variation across transcript counts within a cell (Fig. 1d). 

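Total RNA in HEK293T cells followed the intercept of the ladder's curve and showed no steady relation with its slope. From the lowest to the highest quintile of the intercept the median RNA count was higher at each step, through 6336, 7437, 7802.5, 8266 and 9663 UMIs. Over quintiles of the slope it was 7298, 8140, 8585, 7870 and 7398 UMIs, highest in the middle. Across cells the Spearman rho with RNA UMIs was 0.174 for the intercept and -0.00675 for the slope. Because slope and intercept move against each other, the relations were also taken within quintiles of the other parameter. They then ran from 0.0105 to 0.356 for the slope and from 0.210 to 0.371 for the intercept. Within 91 reverse transcription wells of at least 10 cells the mean rho was -0.00287 for the slope (SD 0.258) and 0.173 for the intercept (SD 0.257). From the relation of total RNA with slope and intercept, the paper concludes that the ladder counts can be used to estimate technical variation across transcript counts.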

To examine whether our external spike-in would be applicable for more complex and heterogeneous biological samples, we applied our oligo hashing method to isolated nuclei from dissociated whole zebrafish embryos. We found that recovery of hash molecules from the zebrafish nuclei did not vary significantly across different cell types, suggesting that hash uptake and retention is not cell type dependent (Supplementary Fig. 2). These results demonstrate the potential utility of our hash ladder spike-in approach to various biological models.

Next, we aimed to develop a procedure to normalize each cell’s transcriptome profile based on the hash ladder. Conventional normalization approaches for scRNA-seq data scale a cell’s gene expression values by a size factor proportional to the cell’s total recovered RNA count^15,16^. These approaches reduce cell-specific technical bias by converting the raw expression data to relative measurements under the assumption that the majority of genes are not differentially expressed between the cells^15,16^. However, they fail in cases where changes in global expression are expected across different biological conditions^22^. To address this issue, we formulated an approach to compute global cell-specific size factors using the hash ladder parameters (see Methods). The hash ladder-based size factors are computed using the total hash ladder UMI count, slope and intercept of the calibration curve to correct for cell-specific technical bias that arise from library preparation and sequencing. Unlike conventional size factor normalization, the hash ladder-based size factor normalization corrects for cell-specific technical biases that arise from library preparation and sequencing without transforming the gene expression data to relative abundances. 

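Both kinds of size factor were computed for the same HEK293T cells. Those from the ladder had a median of 1.01 with an SD of 0.155 and ranged from 0.495 to 1.71, with 5th and 95th percentiles of 0.762 and 1.28. The conventional factors, which are proportional to each cell's total RNA, had a median of 0.980 with an SD of 1.03 and ranged from 0.244 to 9.15, with percentiles of 0.311 and 3.31. Skewness was 2.17 for the conventional factors and closer to 0 for the ladder factors. A cell's RNA UMIs and its ladder factor had a Spearman rho of 0.297.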

Size factors derived from the hash ladder were symmetric about 1, while conventional size factors exhibited a long right tail corresponding to cells with excess total RNA counts (Fig. 1e). Compared with conventional normalization, when cells were normalized using their individual hash ladder-based size factors, the coefficient of variations (CV) were lower for almost all genes with the hash ladder-based approach (Fig. 1f, g).

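Compared with conventional factors, genes seen in few HEK293T cells varied less with ladder factors, and the most abundant transcripts varied more. Of 12551 genes found in at least 5% of the cells, 85.5% had a lower CV with ladder than with conventional factors (exact interval 84.9 to 86.2, over genes, which are not independent). For this share of genes with lower CV, hash ladder against conventional, factors of 1 in place of the ladder's gave 83.5%, and factors proportional to the total ladder count gave 14.2%, the opposite direction. With ladder factors the share was 99.2% for the 3516 genes under 0.2 UMIs per cell and 97.3% for the 6269 genes with 0.2 to 1. It was 41.4% for the 2766 genes with at least 1 UMI per cell, whose median CV was 1.33 with ladder and 1.31 with conventional factors. Every measured member of the lists of glucocorticoid-induced genes (22), antigen-presenting MHC class I genes (9) and inflammatory NF-kB targets (5) had the lower CV with ladder factors. The shares were 95.5% for immediate early genes, 93.8% for genes that HDAC inhibitors induce and 93.5% for acetyl-CoA and citrate genes. They were 75.7% for ribosomal protein genes, 66.7% for nuclear long noncoding RNAs, 61.0% for G2/M genes and 13.3% for the 15 mitochondrially encoded genes. MT-RNR2 (ENSG00000210082.2), the mitochondrial 16S ribosomal RNA at 1671 to 3229 of the mitochondrial genome in GRCh38, averaged 192 UMIs per cell and had a CV of 0.960 with ladder and 0.649 with conventional factors. MT-ND4 (ENSG00000198886.2), a subunit of respiratory complex I at 10760 to 12137, averaged 90.6 UMIs, with CVs of 0.718 and 0.593. MALAT1 (ENSG00000251562.7), a nuclear noncoding RNA on chromosome 11 from 65497640 to 65508073, averaged 28.8 UMIs, with CVs of 1.14 and 0.780. The other lists lay between 75% and 92.9%. The median CV over genes was 2.19 with ladder and 2.55 with conventional factors.

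**Figure D2:**
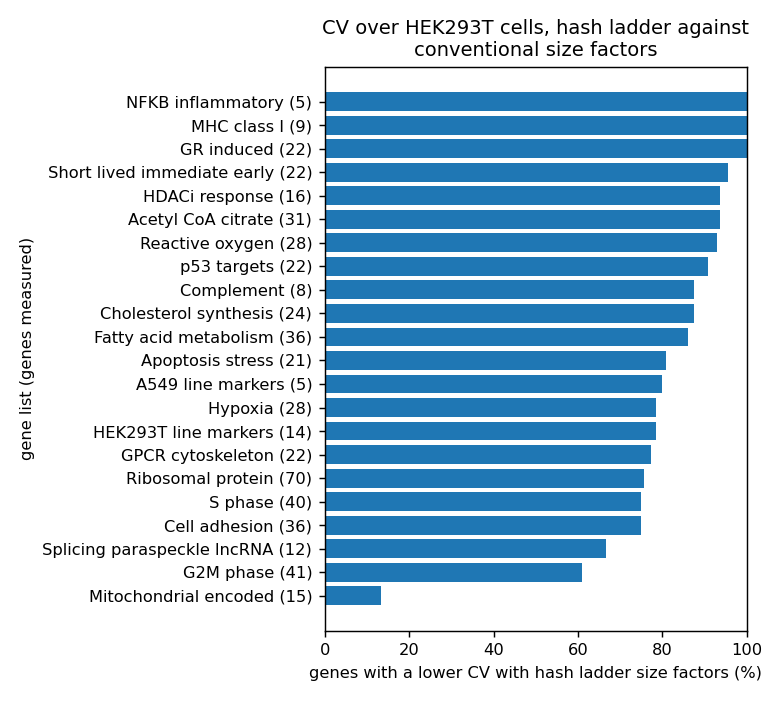
Percent of the measured genes of each list (lists with at least 5 measured genes) whose CV across untreated HEK293T cells was lower with hash ladder than with conventional size factors, as 1 bar per list. Bars reach 100 for 3 lists and stand at 13.3 for mitochondrially encoded genes.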

### Hash ladders facilitate analysis of changes to global transcription in single cells

We next evaluated whether hash ladder-based normalization could be used to accurately detect global changes in mRNA transcript levels. Flavopiridol inhibits the activity of a transcription elongation factor P-TEFb, thereby repressing mRNA transcription across the genome^23,24^. 

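The second experiment followed HEK293T cells after flavopiridol, an inhibitor of the kinase CDK9 in P-TEFb that releases paused RNA polymerase II. Cells received 300 nM for 1, 3, 6, 12 or 24 h, or DMSO as vehicle at 0 h, in 1 culture per time, and a hash specific to each well marked the time. The ladder held 48 oligos. The authors deposited raw UMI counts over human and mouse genes together with size factors per cell. Human counts were summed here per time and modelled with edgeR's quasi-likelihood fit as a straight line in log2 of hours plus 1 over the 6 wells, with 4 residual degrees of freedom. The library size was either the summed ladder factors or, for the conventional scaling, total RNA. Values at 24 h against vehicle rest on 1 well each, so they carry exact counting intervals or none and no p.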

We treated HEK293T cells with 300 nM of flavopiridol for increasing amounts of time followed by sci-RNA-seq with a ladder composed of 48 different hash oligos. We obtained gene expression profiles and hash ladder calibration models for 1370 high-quality single cells (Fig. 2a and Supplementary Fig. 3). 

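In the files 1860 HEK293T cells have a hash of a listed well and a ladder that passes. They were 270 at 0 h, 191 at 1 h, 367 at 3 h, 498 at 6 h, 262 at 12 h and 272 at 24 h. The median cell held 839.5 human RNA UMIs and 1891.5 ladder UMIs, and the wells summed to between 231939 and 538166 human UMIs. The median ladder count was 1287 at 0 h and 2488.5 at 24 h, and the mean ladder size factor went from 0.940 to 1.05. Mouse genes took 9.40% of the UMIs in these cells. Of a well's UMIs the human share was 97.1% at 0 h, 91.0% at 3 h and 81.5% at 24 h, so mouse RNA moved with treatment time, and human counts alone enter the values given here.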

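HEK293T cells lost nuclear-encoded RNA with time in flavopiridol while mitochondrially encoded RNA was higher. The mean human RNA count per cell was 1993 UMIs in vehicle, 1493 at 1 h, 1079 at 3 h, 1007 at 6 h, 941 at 12 h and 853 at 24 h. At 24 h this was 57.2% lower than in vehicle (95% interval 57.0 to 57.4, counting error only). Transcripts of the mitochondrial genome, which has its own RNA polymerase, went from 59.2 UMIs per cell in vehicle to 232 at 1 h, 258 at 3 h and 229 at 24 h. All other transcripts went from 1934 to 1261, 821 and 624 UMIs at the same times. The mitochondrial share was therefore 2.97% of UMIs at 0 h, 15.5% at 1 h and 26.8% at 24 h. Over the 6 wells, mean total RNA fell at every step with time (Spearman rho -1, exact permutation p = 0.00278, two-sided). Pearson's r was -0.922 (exact permutation p = 0.00278) and -0.913 without the times farthest from the median. Each time is 1 culture, so the spread between cultures is not known.

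**Figure D3:**
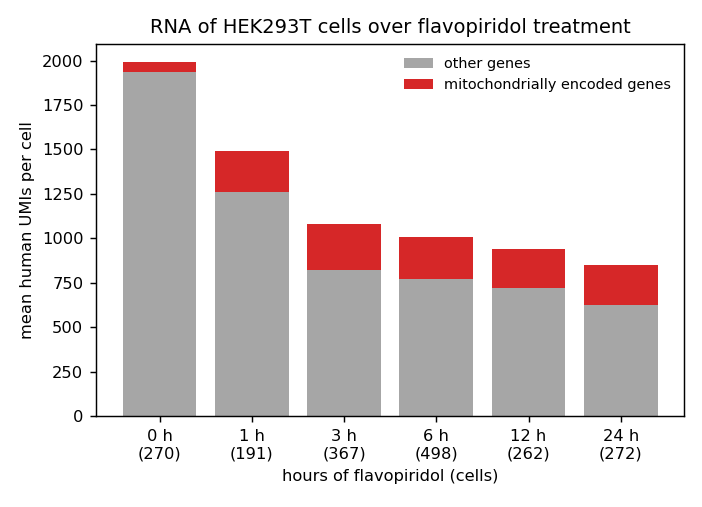
Mean human RNA UMIs per HEK293T cell at each time in 300 nM flavopiridol, stacked as mitochondrially encoded and other transcripts, with the number of cells under each bar. Other transcripts shrink from 1934 UMIs at 0 h to 624 at 24 h, and the mitochondrial part grows from 59.2 to 229.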

Consistent with inhibition of transcription elongation, cells exposed to flavopiridol for the longest times showed the greatest reduction in RNA recovery per-cell (Fig. 2b), and after 24 h of flavopiridol treatment, we recovered 55.90% fewer total RNA UMIs per cell on average.

**Fig. 2:**
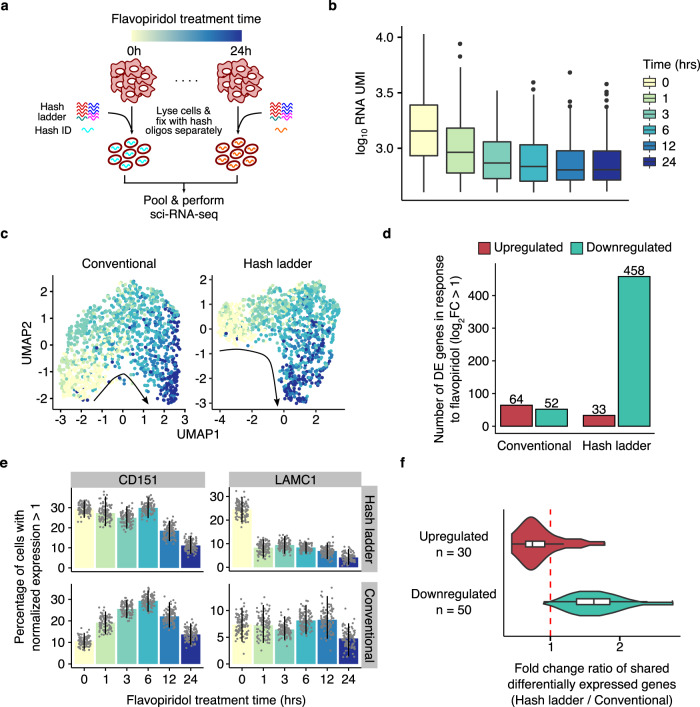
Hash ladder expands our ability to detect global reduction in transcript levels caused by flavopiridol. **a** Overview of the experiment. HEK293T cells were treated with flavopiridol for different periods of time and labeled with a ladder of hash oligos and additional hash oligo for multiplexing prior to sci-RNA-seq preparation. **b** Boxplot showing total RNA UMI counts for cells treated with flavopiridol at different time points (*n* = 1370 cells). **c** UMAP projections of flavopiridol treated HEK293T cells colored by treatment time and normalized by conventional (left) and hash ladder (right) size factors. **d** Barplot showing number of differentially expressed genes in response to flavopiridol using the conventional and hash ladder normalization approaches. **e** Conventional and hash ladder normalized expression levels of *CD151* and *LAMC1* at different flavopiridol treatment times. Bars represent the percentage of cells with normalized expression value greater than 1, and the error bars show the 95% confidence interval obtained using a bootstrap method (*n* = 100 bootstrap samples). **f** Violin plot showing the ratio of effect size estimates of common differentially expressed genes computed with hash ladder vs. conventional normalization. The centerline of the boxplots in **b** and **f** indicates the median, the box displays the first and third quartile, and the whiskers show the 1.5 IQR. Outlier values are displayed as points.

We then compared the effects of conventional and hash ladder-based normalization approaches on pseudotime ordering and differential expression analyses. First, we used Monocle3^2^ to visualize the data using Uniform Manifold Alignment and Projection (UMAP)^25^ and order cells along the flavopiridol pseudotime trajectory. The UMAP projections obtained with the conventional and hash ladder normalization approaches were qualitatively comparable, and both trajectories were consistent with actual treatment times (Fig. 2c and Supplementary Fig. 4a). 

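Cells of the 6 flavopiridol times took the order of their treatment under both scalings. The median pseudotime of a well, on a scale from 0 to 1, went from 0.390 in vehicle through 0.557 at 1 h to 0.783 at 24 h with ladder factors. With conventional factors it went from 0.264 through 0.427 to 0.719. Both gave a Spearman rho of 1 over the 6 well medians (exact permutation p = 0.00278, the smallest that 6 wells allow in a two-sided test). Over single cells rho with time was 0.634 with ladder and 0.746 with conventional factors, and the orders themselves had a rho of 0.763. The order here is a diffusion pseudotime rooted in vehicle cells, in place of the Monocle3 trajectory.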

We used Monocle3 to test for changes in each gene’s expression as a function of exposure to flavopiridol. When transcript counts were normalized with conventional size factors, Monocle3 reported an equal number of significantly upregulated and downregulated genes, despite the well characterized global repression of RNA Pol II transcription elongation induced by flavopiridol^26–28^ (Fig. 2d). 

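With total RNA as the scale, 194 genes rose and 612 fell along flavopiridol time among the 9806 tested in edgeR, and 2788 had an unadjusted p under 0.05. Scaled by TMM 192 rose and 75 fell, so the balance of directions depends on the scale. Of 35 measured cell adhesion genes 5 fell and none rose (6 fell when adjusted over the list alone), and of 36 S-phase genes 4 fell (7 over the list alone). Of 38 G2/M genes 1 fell. Ribosomal protein genes had 2 of 68 rise and none when adjusted over the list alone. The camera test, with its preset correlation, placed them above other genes (adjusted p = 3.7e-12, but adjusted p = 0.880 with an estimated correlation). Genes of reactive oxygen defence also ranked above others, with 2 rising and 1 falling of 28 (camera adjusted p = 0.000702, adjusted p = 0.264 with an estimated correlation). Nuclear long noncoding RNAs such as MALAT1 and NEAT1 had 4 of 12 fall (8 over the list alone, camera adjusted p = 0.00370, adjusted p = 0.341 with an estimated correlation). None of the 15 mitochondrial genes passed over all genes, and 14 rose when adjusted over the list alone. The median slope of all genes was -0.15 per log2 hour. At 24 h 4029 genes were at least 2-fold below vehicle on this scale and 1189 at least 2-fold above it.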

Importantly, such artifacts are characteristic library size-based normalization^29^. By contrast, hash ladder-based normalization yielded 406 more downregulated genes and 31 fewer upregulated genes (Supplementary Fig. 4b, c and Supplementary Table 1). 

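On the ladder's scale far more genes fell than rose, and no mitochondrial gene was called as falling. In edgeR 4737 of 9806 genes fell along flavopiridol time and 143 rose, with 5714 at an unadjusted p under 0.05. Cell adhesion genes had 22 of 35 fall (23 adjusted over the list alone), S-phase genes 26 of 36 (28), G2/M genes 22 of 38 (22), hypoxia genes 14 of 27 (14) and stress and apoptosis genes 10 of 15 (11). Cholesterol synthesis had 11 of 22 fall, acetyl-CoA and citrate genes 11 of 29, fatty acid metabolism 15 of 34, G protein-coupled receptor genes 9 of 20, p53 targets 5 of 16 and reactive oxygen genes 5 of 28. The short lists had 4 of 9 MHC class I genes, 4 of 9 glucocorticoid-induced genes, 4 of 11 immediate early genes, 4 of 13 HDAC inhibitor genes, 5 of 10 markers of the HEK293T line, 1 of 6 markers of A549 and none of 3 NF-kB targets falling. Complement had 3 of 6 fall and 1 rise. Long noncoding RNAs of the nucleus had 10 of 12 fall and ranked below other genes (camera adjusted p = 0.000657, adjusted p = 0.922 with an estimated correlation). Ribosomal protein genes had 11 of 68 fall (0 over the list alone) and ranked above other genes (camera adjusted p = 0.00673). Of the mitochondrial genes 1 of 15 rose (0 over the list alone), and the list ranked above all others (camera adjusted p = 3.6e-16). Neither of these ranks held with an estimated correlation (adjusted p = 0.922 for both). No gene was called in opposite directions by the scalings, and 131 rising and 612 falling genes were shared. The scalings differ by a constant per well, and the median gene's slope was -0.44 per log2 hour with ladder factors, so the counts follow the scale chosen. From vehicle to 24 h the mean ladder factor went from 0.940 to 1.05, and mean RNA per cell from 1993 to 853 UMIs. Most of the gap between the scalings thus comes from not dividing by total RNA, and little from the ladder's factors.

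**Figure D4:**
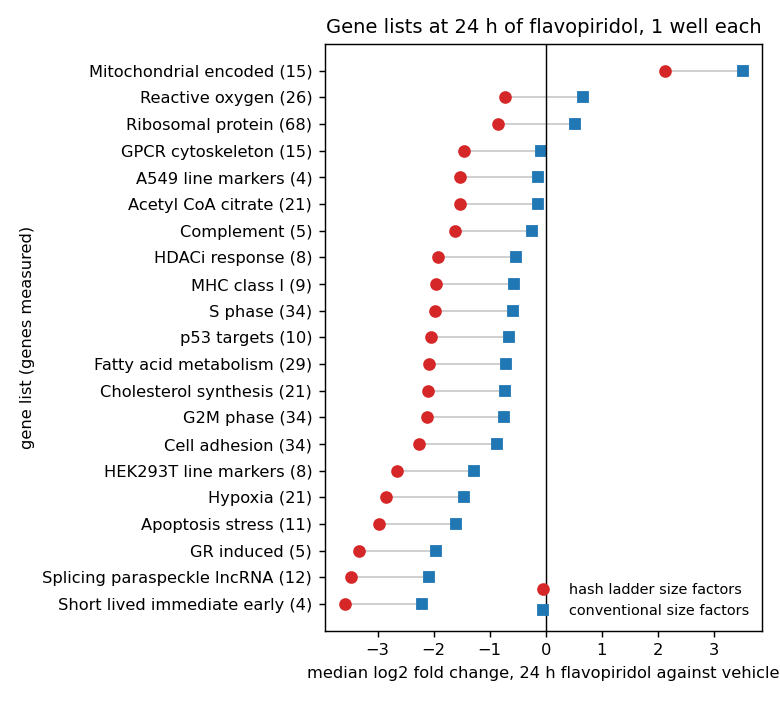
Median log2 fold change at 24 h of flavopiridol against vehicle of each gene list in HEK293T cells, with hash ladder and conventional scaling as 2 points per list and no replicates. With the ladder every list but the mitochondrial one, at 2.13, lies below 0.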

As an example, flavopiridol is known to block the expression of genes involved in cell adhesion^30,31^. 

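CD151 (ENSG00000177697.17), a tetraspanin that binds laminin-binding integrins, lies on chromosome 11 from 832887 to 839831 in GRCh38. Its counts were 185 UMIs in vehicle, then 134, 200, 277, 98 and 70 UMIs at 1, 3, 6, 12 and 24 h. On the ladder's scale it fell with a slope of -0.33 per log2 hour (standard error 0.09, adjusted p = 0.0113 from edgeR), and at 24 h its log2 fold change was -1.57 (exact counting interval -1.99 to -1.17). With total RNA as the scale its slope was -0.04 (adjusted p = 0.844 from edgeR) and its value at 24 h was -0.18 (-0.61 to 0.22). LAMC1 (ENSG00000135862.5), the laminin gamma 1 chain on chromosome 1 from 183023420 to 183145592, went from 132 UMIs in vehicle to 19 at 24 h. Its slope was -0.55 with the ladder (standard error 0.11, adjusted p = 0.00252 from edgeR) and -0.25 with total RNA (adjusted p = 0.149). Of 34 cell adhesion genes with at least 50 UMIs, 32 were lower at 24 h with the ladder and 27 with total RNA, with list medians of -2.26 and -0.87.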

Unlike the results from conventional normalization, the hash ladder normalization captured a consistent decreasing expression of genes known to be involved in endothelial cell adhesion (*CD151* and *LAMC2*) across flavopiridol treatment time (Fig. 2e and Supplementary Fig. 4d). Ultimately, the magnitude of log2 fold changes (24 h vs. vehicle) computed with hash ladder normalized expression values was on average higher for downregulated genes and lower for upregulated genes compared to that of conventional normalized expression values, suggesting a general improvement in sensitivity to changes in transcript abundance in this system (Fig. 2f and Supplementary Fig. 4e). 

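At 24 h of flavopiridol a typical gene stood lower on the ladder's scale, while 338 of the tested genes stood at least 2-fold higher. The median log2 fold change of all tested genes was -2.07 with ladder and -0.69 with conventional factors, a constant shift of 1.38. PKMYT1 (ENSG00000127564.16), a kinase that holds CDK1 inactive, on chromosome 16 from 2968024 to 2980479, went from 206 UMIs in vehicle to 0. C17orf62 went from 125 UMIs to 0, the iron transporter SLC11A2 from 123 to 0, the Notch ligand JAG2 from 84 to 0, the splicing factor LSM2 from 77 to 0 and the collagen crosslinker LOX from 51 to 0. The splicing factor LUC7L (chromosome 16, 188969 to 229463) went from 122 UMIs to 2, a log2 fold change of -5.79, and ANAPC7 of the anaphase-promoting complex from 121 to 1. AC134511.1 and C8orf34 lay in the same range. Among higher genes, the noncoding LINC00536 (chromosome 8, 115950511 to 116325062) went from 4 UMIs to 164, a log2 fold change of 5.02, and the prostaglandin receptor PTGER3 (chromosome 1, 70852353 to 71047816) from 4 to 119, or 4.56. SOX2-OT reached 3.20 and the complex I gene MT-ND3 3.05, from 120 UMIs to 1126. MTND4P12, a nuclear copy of MT-ND4, reached 2.69. The genes falling by both scalings had a median of -4.16 with ladder and -2.77 with conventional factors, a median ratio of 1.50. The genes rising by both had 3.06 and 4.45, a ratio of 0.689. Among lists, nuclear noncoding RNAs were lowest relative to 10000 random lists of like expression (median -3.47, percentile 0.07), with hypoxia (-2.84, percentile 1.72), stress and apoptosis (-2.98, 2.84), immediate early (-3.59, 3.56) and glucocorticoid-induced genes (-3.34, 4.24) next. Mitochondrial (2.13) and ribosomal genes (-0.85) stood at percentile 100 and reactive oxygen genes (-0.72) at 99.99. None of these values has a replicate. From the larger falls and smaller rises, the paper proposes a general gain in sensitivity to changes in transcript abundance.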

The observed effect sizes of differentially expressed genes were further corroborated when we repeated the FP time course with bulk RNA-seq measurements normalized with ERCC spike-ins (Supplementary Fig. 5). Altogether, these results demonstrate the value of unbiased external normalization for detecting global changes in transcription, enabled through the use of nuclear hash ladders in single cell RNA-seq experiments.

### Histone deacetylase inhibition transiently reduces global transcript levels

Next, we sought to use hash ladders to investigate the role of histone deacetylases (HDAC), an important class of chemotherapeutics, in regulating transcription. Histone deacetylases remove acetyl groups from histones and other proteins and are thought to act as transcription repressors. Inhibition of HDACs leads to cell-cycle arrest and hyperacetylation of histones, altering the relative expression levels of many genes^32^, but the mechanisms by which these genes are regulated has not been fully characterized. In principle, hyperacetylation of histones could facilitate access of transcriptional machinery to many genes and broadly increase transcription across the genome. Chromatin also may also serve as a reservoir of acetate, and acetate flux through chromatin could help the cell buffer against changes in available acetate or pH^33^. We recently demonstrated that HDAC inhibition (HDACi) deprives cells of acetyl-coenzyme A (acetyl-CoA), and cells compensate by activating alternative pathways for the biosynthesis or import of acetyl-CoA precursors (e.g., citrate) in dose-dependent manner^21^. Individual cells exhibited dramatically heterogeneous responses to HDACi. For example, even at doses that kill a substantial fraction of cells, we captured many that were transcriptionally indistinguishable from vehicle-treated controls. Therefore, gene expression changes in response to HDACi (e.g., activation of tumor suppressors) could be a consequence of a cellular “metabolic crisis” characterized by acetyl-CoA deprivation. As acetyl-CoA is important for many cellular processes including transcription, HDACi might also lead to a reduction in global transcription. We therefore sought to disentangle the relative contributions of changes to chromatin structure and cellular metabolism to gene regulation in response to HDAC inhibition.

To assess the effects of HDACi on global transcript levels in single-cells, we first performed a time-series HDAC inhibition experiment to estimate the time point at which acetyl-CoA deprivation is first detectable. We treated A549 cells with one of two HDAC inhibitors (abexinostat or pracinostat) for 0, 0.5, 1, 3, 6, 12, or 24 h and performed sci-Plex with the hash ladder, obtaining transcriptomes and hash ladder calibration lines for 1548 cells (*n* = 2 replicates, Supplementary Fig. 6). 

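A549, a human lung adenocarcinoma line, was treated with 10 µM of either inhibitor, both of them hydroxamic acids, built on a benzofuran in abexinostat and on a benzimidazole in pracinostat. Each of the 96 wells of the plate carried its own hash, so that a cell's well gives its drug, dose and time. The authors deposited raw UMI counts of 2 replicate matrices, a well assignment and both kinds of size factor per cell. The matrices hold the same wells, so their counts were summed here per well, and the well is the replicate. There were 32 wells with 1866 cells, of which 8 wells were at 24 h and 4 at each other time. The cells were 153 at 0 h, 367 at 0.5 h, 229 at 1 h, 177 at 3 h, 370 at 6 h, 420 at 12 h and 150 at 24 h. Wells held 20789 to 616202 RNA UMIs, and the median cell held 3565 RNA and 259 ladder UMIs. The 24 h wells are the 10 µM wells with ethanol in the other part of the plate. At 12 h 3 wells are labelled pracinostat and 1 abexinostat, and these labels were used. Gene tests covered 11172 genes with a mean of at least 5 UMIs per well at 1 time or more, in edgeR's quasi-likelihood fit with the summed ladder factors as library size.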

As with the flavopiridol time-course experiment, both normalization approaches ordered cells according to their treatment time (Fig. 3a). 

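By mean pseudotime, A549 wells took the order of their treatment times with conventional factors, and with ladder factors from 0.5 h on. With ladder factors the mean at 0.5 h lay below that at 0 h. The ranges of the wells at 0 h and 0.5 h overlapped with either kind of size factor. Over the 32 wells the median pseudotime had a Spearman rho with time of 0.957 with ladder and 0.976 with conventional factors (permutation p = 1e-05 for both, the smallest that 100000 resamples can give, two-sided). Pearson's r with log2 hours was 0.979 and 0.981. Without the 24 h wells, which lie on another part of the plate, rho was 0.916 and 0.962. Over single cells the orders had a rho of 0.930 with each other.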

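Along the order made with conventional factors, total RNA was lower in the middle than at the ends. The first decile of the A549 cells had a mean of 5571 RNA UMIs, the decile with the lowest mean had 2793, which is 49.9% lower, and the last decile had 6296. Over cells, total RNA and this pseudotime had a Spearman rho of 0.0938. The decile at the lowest point had a median time of 3 h, with 20.9% of its cells from 6 h or later and 1.07% from 0 h. These are means over cells from 32 wells and carry no test.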

When viewed with conventional normalization, total mRNA counts remained stable over time. In contrast, the hash ladder-based normalization revealed a dramatic but transient reduction of total RNA levels along the HDAC inhibitor pseudotime trajectory (Fig. 3b). 

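With ladder factors, total RNA per cell was low in the middle of the order and highest at its end. The 10 successive deciles had mean totals of 3997, 4202, 4316, 4585, 2771, 2452, 2883, 4078, 5051 and 7575 RNA UMIs. The first 4 deciles were drawn mainly from 0 h to 1 h wells, with a median time of 0.5 h in the first, and the last from 24 h wells. Within a treatment time pseudotime and total RNA were correlated, with a sign that differed between early and late times. The Spearman rho of pseudotime with total RNA was -0.157 at 0 h, -0.296 at 0.5 h, -0.546 at 1 h and -0.579 at 3 h. At the later times it was 0.516 at 6 h, 0.835 at 12 h and 0.787 at 24 h.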

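The lowest decile of the ladder-based order held 187 A549 cells with a median time of 6 h, of which 72.2% came from 6 h or later and 2.67% from 0 h. Its mean total was 38.7% below that of the first decile, with an SD of 7.08 over 1000 bootstraps of the wells (95% of them from 30.7 to 58.0). The bootstraps kept the order of the cells fixed, so this spread leaves out how cells are ordered. Each took its own lowest decile, which cannot lie above the first, so the interval does not test for a fall. Other cells of the same times and libraries would give 4313 UMIs. With the ladder also applied to the totals the fall was 40.0%, and with 20 bins 44.3%. With all factors at 1 in place of the ladder it was 35.5%. An axis drawn from 0 h to 24 h cells gave 30.8% and the first principal component 0, so the size of the fall depends on how cells are ordered. It also depends on cells poor in RNA. Without those under 1000 UMIs, which leaves 1749 of 1866, the fall was 21.5% along the same order and 20.7% in an order of the remaining cells, and 10.9% when these were thinned to 1000 UMIs each before ordering. When only untreated 0 h cells were ordered by the same method, total RNA also fell along the order, by 80.7%.

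**Figure D5:**
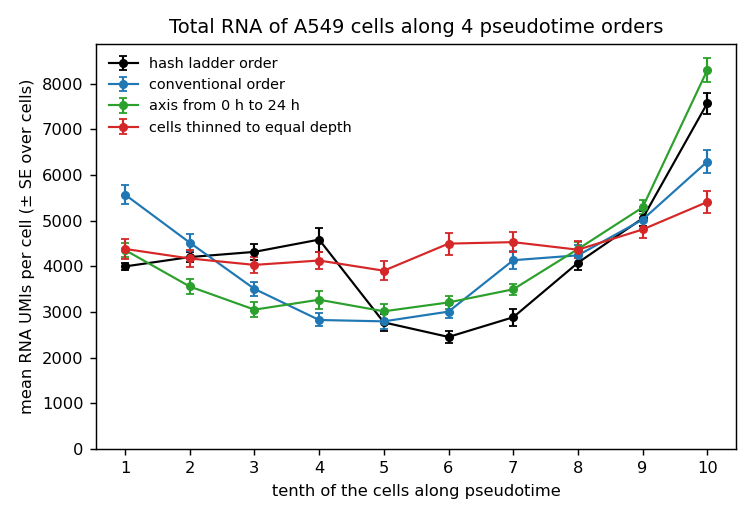
Mean RNA UMIs per A549 cell in successive deciles of the cells along 4 orders (ladder factors, conventional factors, axis from 0 h to 24 h, cells of at least 1000 UMIs thinned to equal depth), with error bars of 1 SE over cells, which are not replicates. The ladder order dips to 2452 UMIs in the sixth decile, while the order of thinned cells stays within 10.9% below its first decile.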

Over this trajectory, we detected an early 60.7% reduction in mRNA levels in cells at the nadir, but after 24 h of treatment with HDACi, cells had fully restored mRNA levels. 

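Grouped by treatment time, total RNA per A549 cell showed no fall that passed a test, though 4 wells per time could hardly give one. It was highest at 24 h. The mean over wells was 4671 UMIs per cell at 0 h (SD 1744, n = 4), 3921 at 0.5 h (SD 99.4, n = 4), 3925 at 1 h (SD 992, n = 4) and 3495 at 3 h (SD 284, n = 4). It was 4550 at 6 h (SD 893, n = 4), 4360 at 12 h (SD 585, n = 4) and 5789 at 24 h (SD 505, n = 8). The lowest time, 3 h, was 25.2% below 0 h (exact permutation p = 0.229, adjusted p = 0.686 over 6 times, two-sided). At 24 h the mean was 23.9% above 0 h (exact permutation p = 0.121, adjusted p = 0.686). Divided by ladder factors it was 31.2% above (exact permutation p = 0.0687). With the depth of the libraries also corrected it was 41.0% above (exact permutation p = 0.00808, adjusted p = 0.0485). Without the 0 h well of the highest mean (7052 UMIs, 14 cells) the changes were -9.87% at 3 h and 49.3% at 24 h (exact permutation p = 0.0121, adjusted p = 0.0727), and without the lowest 0 h well (3003 UMIs) -33.1% and 10.7%. With 4 wells against 4 the smallest p of an exact test is 0.0286, and the 0 h wells alone spread over more than the difference. A fall at 1 time alone could therefore not pass after adjustment over 6 times. Without replicate 1 the changes were -17.1% at 3 h (exact permutation p = 0.0286, adjusted p = 0.0857) and 47.6% at 24 h (adjusted p = 0.0242). Without replicate 2 they were -14.4% (exact permutation p = 0.429) and 36.6% (adjusted p = 0.267).

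**Figure D6:**
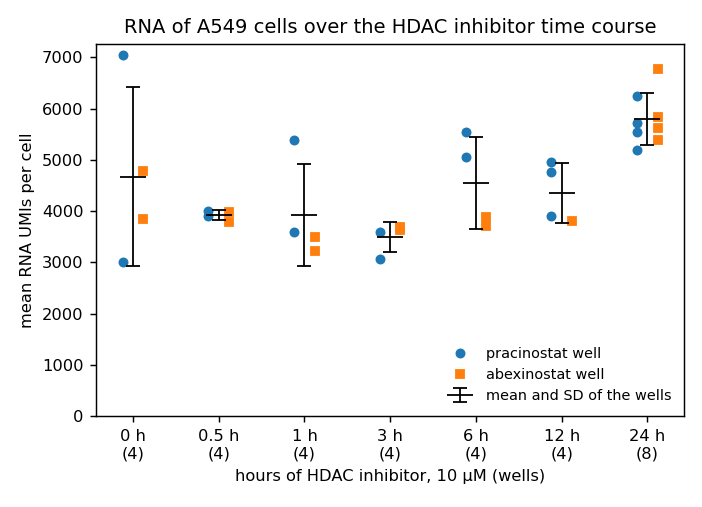
Mean RNA UMIs per A549 cell in each well against hours of 10 µM HDAC inhibitor, with pracinostat and abexinostat wells as points and the mean ± SD over wells. The means lie between 3495 UMIs at 3 h and 5789 at 24 h.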

Interestingly, the transient reduction in mRNA levels was not detected when the single-cell data were aggregated by discrete treatment times or in bulk RNA-seq data, likely owing to and consistent with the large heterogeneity in cellular response to HDAC inhibition we previously observed^21,34^ (Supplementary Fig. 7).

**Fig. 3:**
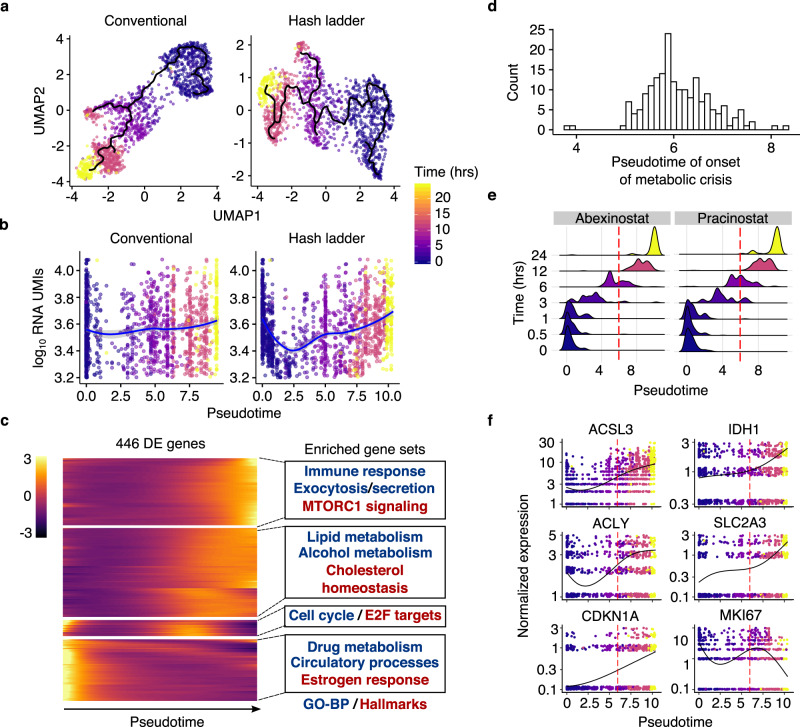
Histone deacetylase (HDAC) inhibitor time course trajectory pinpoints onset of acetate starvation. **a** UMAP projections of HDAC inhibitor (abexinostat and pracinostat) treated A549 cells (*n* = 1548 cells over two replicates) colored by treatment time and normalized by conventional (left) and hash ladder (right) size factors. The HDAC inhibitor trajectories are overlaid onto the UMAP projections. **b** Scatterplot showing total RNA UMIs as a function of pseudotime position obtained from the conventional (left) and hash ladder (right) size factor normalized data. **c** Hierarchical clustering of 446 of 1485 highly differentially expressed genes along the HDAC inhibitor pseudotime trajectory (likelihood ratio test, FDR < 1 × 10^−10^ and number of expressed cells > 100). Rows represent row centered and z-scaled dynamics of gene expression. **d** Histogram of pseudotime points at which the centered, z-scaled expression value is equal to zero for upregulated genes involved in cellular metabolism (*n* = 188 genes). **e** Pseudotime distribution of HDAC inhibitor treated cells at each treatment time point. The red dotted line represents the median pseudotime of distributions from Fig. 3c. **f** Hash ladder normalized expression of genes involved in cellular metabolism and cell cycle across pseudotime, marked by onset of acetate starvation (dotted red line).

Nevertheless, differential expression analysis revealed that cells at later timepoints had undergone dramatic changes in gene expression (Supplementary Table 2). 

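Few genes changed in the first hour of HDAC inhibition and far more had changed by 24 h. Against 0 h, 5 genes rose and 7 fell at 0.5 h, 8 and 6 at 1 h, 143 and 234 at 3 h, 992 and 516 at 6 h, 1418 and 1113 at 12 h and 2973 and 690 at 24 h, each at an adjusted p under 0.05 in edgeR. Early rises included the clock repressor CRY1 (log2 fold change 2.50, standard error 0.52, at 0.5 h), the translational regulator CPEB4 (1.81, 0.33) and the kinase TAOK3 (1.66, 0.30, at 1 h). By 3 h the Wnt inhibitor DKK1 had fallen by 3.12 (0.44) and the protease PAPPA by 3.10 (0.37). The interferon regulator IRF7 was at 6.22 (1.17) by 6 h and 7.46 (1.03) by 12 h. The collagen COL26A1 was at 5.55 (0.43) and 6.36 (0.43). At 24 h the largest rises included AC008050.1 (10.32), the potassium channel subunit KCNAB1 (8.41, 1.09), CEACAM20 (7.94), the fatty acid hydroxylase CYP4F2 (7.56), the repulsive guidance molecule RGMA (7.55) and the intestinal keratin KRT20 (7.14, 1.17). The largest falls at 24 h included FOXM1 (-6.87, 1.10), which drives mitotic genes, the kinetochore gene ZWINT (-6.35, 1.34) and the mitotic gene KIF18B (-4.42). With the 24 h wells scaled by TMM in place of the ladder, 1513 genes rose and 1657 fell at 24 h, because the ladder's scale leaves the median gene at 0.58 and TMM near 0. Abexinostat and pracinostat differed at 8 genes over all times, which is fewer than some random splits of the wells call, so chance is not excluded. At 24 h CYP24A1, which breaks down vitamin D, was higher with abexinostat by 3.31 (standard error 0.56, adjusted p = 0.000729 from edgeR). At 0.5, 1 and 3 h no gene passed, with 470, 1330 and 518 at an unadjusted p under 0.05, while DESeq2 called 18 genes over all times. These comparisons rest on 1 to 4 wells per drug, and at 24 h the 95% interval lay within a log2 difference of 2 for only 20.6% of genes, so the drugs cannot be said to act alike.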

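On the ladder's scale, more genes of the time course ended higher than ended lower. A spline over 32 A549 wells was called for 5847 of 11172 genes in edgeR, of which 4396 were higher and 1451 lower at 24 h than at 0 h. At an adjusted p under 1e-10, 388 genes remained. Genes reached the threshold against 0 h at different times. The glucose transporter SLC2A3 was called from 3 h, the acyl-CoA synthetase ACSL3 and the cell cycle inhibitor CDKN1A from 6 h, the dehydrogenase IDH1 from 12 h and the citrate lyase ACLY at 24 h alone. BMPR1B, a receptor for bone morphogenetic proteins, went from 1.97 UMIs per cell (SD 0.302, n = 4 wells) at 0 h to 0.572 (SD 0.0596, n = 4) at 3 h and 0.249 (SD 0.199, n = 8) at 24 h. Scaled by TMM, 2764 genes were called as higher and 2743 as lower. Clusters of profiles were not analysed here.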

Hierarchical clustering of 446 differentially expressed genes revealed four kinetically distinct groups (Fig. 3c). Gene set enrichment analysis^35^ using Gene Ontology^36^ and MSigDB hallmark^37^ gene groups showed enrichment of genes involved in cell cycle, cellular metabolism, and immune response, consistent with previous findings^21,38,39^ (Supplementary Table 3). This analysis suggests that despite returning to normal mRNA levels, HDAC-inhibited cells shift from a proliferative gene expression program to one that helps compensate for acetyl-CoA deprivation. 

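Gene lists fixed beforehand moved apart after 24 h of HDAC inhibitor. Cholesterol synthesis had 15 of 24 genes rise and none fall (16 adjusted over the list alone, camera adjusted p = 5.0e-08), among them INSIG1 (log2 fold change 4.75, standard error 0.42), TM7SF2 (4.20, 0.48) and IDI1 (3.69, 0.40). Genes reported to answer HDAC inhibitors had 16 of 23 rise (17 over the list alone), such as the thioredoxin inhibitor TXNIP (6.93, 0.78) and CTGF (5.15, 0.44). Markers of the A549 line had 9 of 14 fall (11 fell and 1 rose over the list alone), such as the aldo-keto reductase AKR1B10 (-4.00, 0.28) and the keratin KRT7 (-2.41, 0.31). These last lists are the ones whose call holds with an estimated correlation (adjusted p = 0.0333 for both), while cholesterol synthesis does not hold (adjusted p = 0.191 with an estimated correlation). Antigen presentation had 5 of 9 MHC class I genes rise, with B2M at 1.41 (0.29). Of complement genes 5 of 13 rose, including the regulators CLU, CD46, CD59 and CD55 (1.90, 1.84, 1.95 and 1.67), and 1 fell. NF-kB targets had 3 of 11 rise and 2 fall, with CXCL5 at -3.33 (0.52), and the list's median and mean were above 0 while camera ranked it below other genes (adjusted p = 0.192). Immediate early genes had 19 of 34 rise and 1 fall (camera adjusted p = 0.00381, adjusted p = 0.440 with an estimated correlation). Hypoxia genes had 15 of 30 rise and 2 fall (adjusted p = 0.598 with an estimated correlation), glucocorticoid-induced genes 15 of 32 and 2, p53 targets 8 of 20 and 1, and stress and apoptosis genes 5 of 20 and 2. Nuclear noncoding RNAs had 7 of 13 rise (adjusted p = 0.191 with an estimated correlation), mitochondrial genes 6 of 15 and ribosomal protein genes 21 of 68. The remaining lists split, with reactive oxygen genes 9 up and 8 down of 34, cell adhesion 7 and 4 of 36, receptor genes 6 and 3 of 24 and HEK293T markers 1 up of 3. Scaled by TMM the spline called 19 of 36 adhesion genes as falling and 6 as rising, and of ribosomal genes 6 and 6, so the direction of these depends on the scale.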

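More genes that supply acetyl-CoA were called as rising than as falling under either scale. Of 30 measured acetyl-CoA and citrate genes, the spline over the 32 wells called 19 as rising and 2 as falling with ladder factors and 16 and 3 with TMM, here the conventional scaling of summed counts. For genes reported to answer HDAC inhibitors the calls were 20 rising and 0 falling of 23 with the ladder and 17 and 1 with TMM. For cholesterol synthesis they were 19 and 0 of 24 against 15 and 2, and for fatty acid metabolism 22 and 7 of 39 against 17 and 12. At 24 h alone, 18 acetyl-CoA and citrate genes rose and none fell with the ladder (19 adjusted over the list alone, camera adjusted p = 0.00011, adjusted p = 0.288 with an estimated correlation). Among them CS, the citrate synthase, was at 1.98 (standard error 0.35) and ACSL4 at 2.13 (0.30). Compared with TMM, the ladder's scale shifts every log2 fold change of a time point by the same amount. It puts the median gene at 0.58 at 24 h, which adds rising genes and removes falling ones there, and at -0.13 at 1 h and -0.14 at 3 h. With all factors at 1 in place of the ladder, the spline called the same numbers for these lists, 19 and 2, 20 and 0, 19 and 0, and 22 and 7. These calls therefore do not show what the ladder's factors add. The published sci-Plex gene list is not used here.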

Compared to the conventional approach, hash ladder normalization recovered a greater number of differentially expressed genes previously identified from a larger, published sci-Plex experiment, including upregulated genes involved in acetyl-CoA biosynthesis (Supplementary Fig. 8). Moreover, in line with established perturbations of proliferation by HDACi^40,41^, we observed a group of HDACi-treated cells with altered gene expression relating to cell cycle effects (Supplementary Fig. 9).

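Genes of the dividing cell were lower after HDAC inhibitor, with most calls at 24 h. At 24 h 27 of 39 G2/M genes fell and none rose (29 adjusted over the list alone, camera adjusted p = 6.9e-17, adjusted p = 0.127 with an estimated correlation). Of 38 S-phase genes 19 fell and 1 rose (camera adjusted p = 4.4e-11, adjusted p = 0.165 with an estimated correlation). At 12 h 3 G2/M and 4 S-phase genes were called, from 4 wells in place of 8, and 24 h was not tested against 12 h. In the co-treatment 4 G2/M and 5 S-phase genes were lower, and 2 S-phase genes higher, after 4 h of inhibitor alone. MKI67, the proliferation antigen on chromosome 10 from 128096659 to 128126423, went from 1.81 UMIs per cell (SD 0.840, n = 4 wells) to 0.366 (SD 0.326, n = 8) at 24 h, a log2 fold change of -2.16 (standard error 0.34, adjusted p = 4.2e-07 from edgeR). Among S-phase genes the helicase BRIP1 fell by 2.84 (0.45) and thymidylate synthase TYMS by 3.81 (0.75). CDKN1A, the inhibitor of cyclin-dependent kinases on chromosome 6 from 36676460 to 36687337, went from 0.0904 UMIs per cell (SD 0.0834, n = 4) to 0.803 (SD 0.225, n = 8), a log2 fold change of 3.08 (standard error 0.47, adjusted p = 3.5e-07 from edgeR). Scaled by TMM the spline called 36 G2/M genes as falling, against 31 with the ladder.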

We next attempted to disentangle the direct impact of HDACi on chromatin acetylation and transcription from the secondary effects on the transcriptome arising from acetyl-CoA deprivation. Reasoning that there might be a window of time where HDACi prevented histone deacetylation but acetyl-CoA was not yet depleted, we sought to identify the time at which metabolic-driven effects of HDAC inhibition set in. To estimate the onset of acetyl-CoA deprivation, we assessed the expression patterns of 188 upregulated genes involved in cellular metabolism. Using the HDAC inhibitor pseudotime trajectories from Monocle3, we defined the pseudotime at which each gene rose appreciably above its baseline untreated level (Fig. 3d and Supplementary Fig. 8d). The median pseudotime across all 188 genes corresponded to a position of the trajectory populated by cells harvested at approximately six hours following exposure to HDAC inhibitor (Fig. 3e). 

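Genes of metabolism that end higher passed their mean level over the time course between 3 and 6 h at the median. Of 89 tested genes in the lists of acetyl-CoA and citrate, fatty acid and cholesterol metabolism, 47 were called both by the spline and as higher at 24 h than at 0 h. Their mean log2 levels per time, joined by straight lines in log2 hours, crossed the gene's average over times at a median of 3.87 h (quartiles 2.59 and 4.30). Of these, 15 crossed before 3 h and 44 before 6 h. Called against 0 h in edgeR, 2 of them were first higher at 3 h, 22 at 6 h, 8 at 12 h and 15 at 24 h. The 18 acetyl-CoA and citrate genes alone had a median of 3.83 h. With conventional scaling 35 genes were called so, with a median of 2.84 h. The onset is read between sampled hours, not from pseudotime, so it is no finer than the gaps between 1, 3, 6 and 12 h. A gene's average also depends on which hours were sampled, so a gene that rises steadily crosses it in the middle hours too. The crossing therefore does not date a gene's first rise.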

Our estimated onset of acetyl-CoA deprivation was consistent with the expression patterns of genes that compensate for acetyl-CoA deprivation, including those involved in acetyl-CoA biosynthesis (*ACLY*, *ACSL3*), citrate metabolism (*IDH1*), and glucose uptake (*SLC2A3*) (Fig. 3f). 

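Genes of glucose and acetyl-CoA supply passed the threshold at different times, and differences in their timing were not tested. SLC2A3 (ENSG00000059804.15), a glucose transporter on chromosome 12 from 7919230 to 8019007, was at a log2 fold change of 2.03 at 3 h (standard error 0.44, adjusted p = 0.00302 from edgeR). At 24 h it was at 3.82 (standard error 0.39, adjusted p = 2.8e-12 from edgeR), from 0.140 UMIs per cell (SD 0.0503, n = 4 wells) at 0 h to 1.82 (SD 0.709, n = 8). ACSL3 (ENSG00000123983.13), an acyl-CoA synthetase on chromosome 2 from 222860942 to 222944639, was at 0.67 at 3 h (adjusted p = 0.188) and had risen by 1.44 at 6 h (standard error 0.28, adjusted p = 0.000106) and by 2.64 at 24 h (standard error 0.27, adjusted p = 9.7e-13). IDH1 (ENSG00000138413.13), the cytosolic isocitrate dehydrogenase on chromosome 2 from 208236229 to 208266074, was at 0.61 at 6 h (adjusted p = 0.196), 0.84 at 12 h (standard error 0.31, adjusted p = 0.0365) and 1.45 at 24 h (standard error 0.29, adjusted p = 6.2e-05). ACLY (ENSG00000131473.16), which splits citrate into acetyl-CoA, lies on chromosome 17 from 41866917 to 41930542. It was at 0.72 at 12 h (adjusted p = 0.0891) and at 1.30 at 24 h (standard error 0.29, adjusted p = 0.000307), from 1.52 UMIs per cell (SD 0.720, n = 4) to 3.65 (SD 1.70, n = 8).

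**Figure D7:**
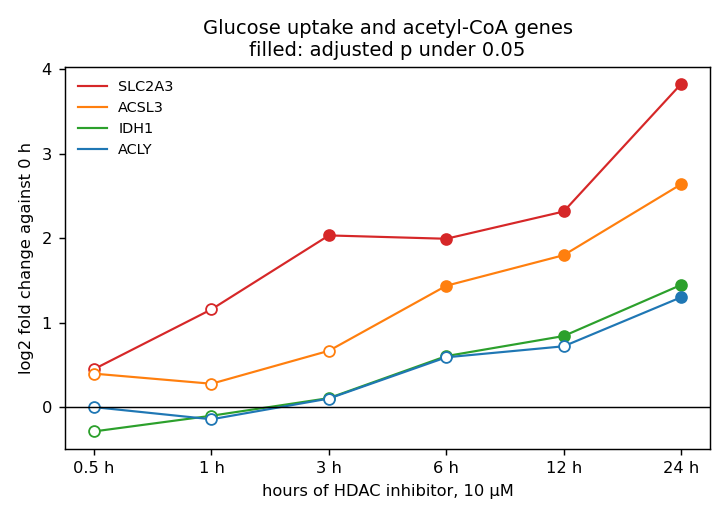
Log2 fold change against 0 h of SLC2A3, ACSL3, IDH1 and ACLY in A549 cells at each time in 10 µM HDAC inhibitor, as 1 line per gene without error bars. Points are filled where the adjusted p from edgeR is under 0.05. SLC2A3 is filled from 3 h, ACSL3 from 6 h, IDH1 from 12 h and ACLY at 24 h.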

Importantly, the nadir of cellular total mRNA levels preceded acetyl-CoA deprivation, suggesting that reduction in transcript levels is not simply a consequence of the “metabolic crisis” that arises from inhibiting histone deacetylases.

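The lowest total RNA and the first rise of metabolic genes fell at neighbouring times. In the ladder-based order the cells at the nadir had a median treatment time of 6 h, and the decile before them of 3 h. In the grouped data the wells at 3 h had the lowest mean. The median onset of the metabolic genes lay between those hours. Against 0 h, 2 were called by 3 h and 22 more at 6 h, while 8 were first called at 12 h and 15 at 24 h. Early induced members were SLC25A20, the mitochondrial carnitine carrier (log2 fold change 3.66 at 3 h, adjusted p = 0.0293 from edgeR), HMGCS1 (1.79 at 6 h, adjusted p = 0.000485) and FASN, the fatty acid synthase (1.43 at 6 h, adjusted p = 0.00522). The order of the nadir and the onset was not tested, because both have the coarseness of the sampled times. From a nadir placed before the onset, the paper proposes that the reduction in transcripts is not simply a consequence of the lack of acetyl-CoA.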

### Short-term histone deacetylase inhibition attenuates the glucocorticoid response to dexamethasone

We next sought to investigate whether HDACi prevented cells from transcriptionally responding to external stimuli. Glucocorticoid receptor (GR), a transcription factor that modulates diverse biological processes such as stress and inflammatory responses, directly interacts with histone deacetylases^42^. We examined the ability of cells to mount a transcriptional response to synthetic glucocorticoid agonist dexamethasone (DEX), both before and after onset of acetyl-CoA deprivation induced by HDAC inhibitors. We treated A549 cells with one of two HDAC inhibitors (abexinostat or pracinostat) for either 4 or 24 h prior to DEX treatment and performed sci-Plex with a hash ladder included for normalization (*n* = 2 replicates, Fig. 4a and Supplementary Figs. 10 and 11). 

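The co-treatment used A549 cells on the same plate, with dexamethasone (DEX), a synthetic ligand of the glucocorticoid receptor, at 100 nM for 2 h or its vehicle ethanol. Before this, cells had received abexinostat or pracinostat at 1 or 10 µM for 4 or 24 h, or no inhibitor. There were 72 wells with 4364 cells, of which 4 wells with ethanol (233 cells) and 4 with DEX (376 cells) had no inhibitor. At each duration 16 wells had ethanol and 16 had DEX, with 1124 and 1449 cells at 4 h and 582 and 600 at 24 h. The authors deposited raw UMI counts, from 20789 to 767999 per well once the libraries of a well are summed. The DEX response was fitted in edgeR within each duration, after inhibitor with terms for drug and dose. A further fit over all 72 wells, with a mean for each group and 1 shared estimate of the spread, tests the difference between DEX effects and the effects of inhibitor, dose and drug.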

Since we observed that upregulation of enzymes used to compensate for acetyl-CoA deprivation occur after 6 h of HDAC inhibitor treatment, we reasoned that inhibiting HDACs for only 4 h would allow us to distinguish direct effects of histone hyperacetylation from secondary metabolic effects on the cell. In addition to vehicle-treated controls for each condition, we performed the experiment using two doses (1 μM or 10 μM) of each HDAC inhibitor to consider dose-dependent effects. 

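Ladders and transcriptomes passed the limits in 4364 A549 cells of the 72 wells, with medians of 3936 RNA UMIs and 256.5 ladder UMIs per cell. Without inhibitor the mean RNA count per cell over wells was 4576 with ethanol (SD 948, n = 4) and 4105 with DEX (SD 370, n = 4). After 4 h of inhibitor it was 4408 with ethanol (SD 394, n = 16) and 4249 with DEX (SD 475, n = 16). After 24 h it was 5499 with ethanol (SD 546, n = 16), which is 20.2% above ethanol without inhibitor (exact permutation p = 0.0202, two-sided), and 5530 with DEX (SD 799, n = 16). That rise rests on 4 ethanol wells. It was 34.0% without the well of 5992 UMIs and 21 cells (exact permutation p = 0.00206) and 15.4% to 17.0% without any 1 of the others (p = 0.0681 to 0.0867). The mean was thus not lower after the longer treatment, whichever well is left out.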

After filtering out low-quality cells, we obtained gene expression profiles (median 3816 UMIs/cell) and hash ladder calibration lines (median 260 UMIs/cell) for 3710 high-quality cells.

**Fig. 4:**
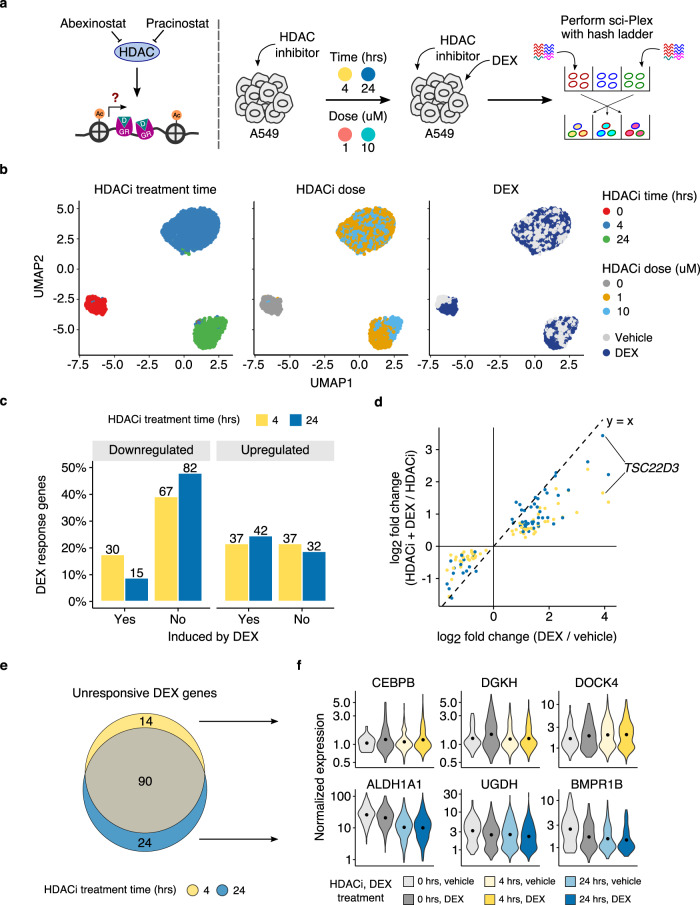
HDAC inhibition prevents mounting of dexamethasone (DEX) response. **a** Overview of the experiment. A549 cells were treated with HDAC inhibitors for different periods of time and dose prior to two hour DEX treatment. These cells were subjected to sci-Plex with the addition of the hash ladder. **b** UMAP projections of vehicle- and DEX- treated A549 cells (*n* = 3710 cells over two replicates) in the absence and presence of HDAC inhibitors using the hash ladder normalized expression values. **c** Percentage of DEX response genes that do not respond to DEX treatment with prior HDAC inhibitor treatment. **d** Scatter plot comparing log2 fold changes of DEX responsive genes (DEX/vehicle) without and with preceding HDAC inhibitor treatment. Colors respond to the duration of HDAC inhibitor treatment. **e** Venn diagram of genes that do not respond to DEX at different HDAC inhibitor treatment times. **f** Hash ladder normalized expression of DEX genes that do not respond in cells that received 4 h (top) and 24 h preceding HDAC inhibitor treatment (bottom).

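Duration of the inhibitor separated A549 transcriptomes more than dose, drug or DEX. Over the 64 wells with inhibitor and 8522 genes, duration took 18.8% of the sum of squares (permutation p = 0.0001, the smallest these permutations can give). Dose took 4.11% (permutation p = 0.0023), DEX 1.88% (permutation p = 0.189) and drug 1.43% (permutation p = 0.530), where chance gives 1.59%. Labels were permuted over all 64 wells without holding the other factors fixed. The variance of duration therefore enters each of these tests, and a small effect of DEX or drug could be missed. Without DEX, 4 h of inhibitor raised 1118 genes and lowered 1195, and 24 h raised 2663 and lowered 1461 of 9978 in edgeR. At 24 h the neuropeptide precursors VGF (log2 fold change 8.20, standard error 0.89) and CCK (7.64) and the adhesion molecule NCAM1 (7.55) rose, and the mitotic genes CDCA5 (-5.95) and FOXM1 (-5.13) fell. At 24 h 36 of 39 G2/M and 30 of 38 S-phase genes fell, 18 of 22 HDAC inhibitor genes rose, and 11 of 14 A549 markers fell, each holding with an estimated correlation (adjusted p = 0.00551, 0.00161, 0.00161 and 0.00121). At 4 h the ephrin EFNB2 (6.24) and the clock gene PER1 (4.57, 0.81) rose and 13 of 33 reactive oxygen genes fell (camera adjusted p = 6.6e-05, adjusted p = 0.644 with an estimated correlation). From 1 to 10 µM without DEX, only GOLPH3 of the Golgi (2.74, 0.53) passed at 4 h, with 749 genes at an unadjusted p under 0.05. At 24 h 411 genes were higher and 328 lower at the higher dose. Cholesterol synthesis genes had 14 of 24 higher (16 over the list alone, adjusted p = 0.00284 with an estimated correlation), and A549 markers had 8 of 14 lower (9 over the list alone, adjusted p = 0.00676). Fibrinogen FGA was lower by -5.77 (0.67) and CYP4F2 higher by 3.08 (0.36). Scaled by TMM, HDAC inhibitor for 24 h gave 1819 rising and 2392 falling genes and the dose 239 and 802.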

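The drugs were compared at matched dose and time in the ethanol wells, with 4 wells of each. At 1 µM and 4 h no gene differed in edgeR, with 360 at an unadjusted p under 0.05 and 94.1% of genes having a 95% interval within a log2 difference of 2. At 10 µM and 4 h GOLPH3 alone differed, with abexinostat higher by 6.03 (standard error 0.69). At 1 µM and 24 h INSIG1, which retains sterol sensors in the endoplasmic reticulum, was higher with abexinostat by 1.62 (0.27, adjusted p = 0.000368 from edgeR) and ACSL3 by 0.84 (0.17, adjusted p = 0.0136), with 4 genes in all. At 10 µM and 24 h 140 genes were higher with abexinostat and 50 lower. CYP24A1 was higher by 3.25 (0.35, adjusted p = 1.0e-10 from edgeR) and the coagulation inhibitor TFPI by 6.93 (1.72). LINC01091 was lower by -4.18 (0.53), the checkpoint gene KNTC1 by -2.33 (0.40) and CGREF1 by -2.59 (0.42). At that dose 7 of 14 A549 markers were higher with abexinostat (8 over the list alone, adjusted p = 0.0160 with an estimated correlation). Of cholesterol synthesis genes 5 of 24 were lower (8 over the list alone, adjusted p = 0.0414). Of reactive oxygen genes 7 of 33 were higher (not held with an estimated correlation). Only 15.3% of genes had an interval within 1 at that dose and time, and DESeq2 called 194 drug differences over all groups where edgeR called 192. For the DEX effect itself the drugs differed at 0 genes at 4 h (733 at an unadjusted p under 0.05) and at 3 genes at 24 h.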

Consistent with distinct transcriptional effects before and after metabolic effects of HDAC inhibitor treatment, clustering of hash ladder normalized sci-RNA-seq profiles was mainly driven by the duration of HDAC inhibitor treatment, rather than by HDAC inhibitor dose (Fig. 4b). 

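DEX without inhibitor raised a core of known glucocorticoid receptor targets in A549 cells and lowered other genes. Of 9977 genes 56 rose and 108 fell in edgeR (53 and 46 without DEX well 1, so which direction has more genes rests on single wells), and 1330 had an unadjusted p under 0.05. Of 32 measured glucocorticoid-induced genes 13 rose and none fell (21 rose and 1 fell when adjusted over the list alone), and the list ranked above all others with an estimated correlation too (adjusted p = 0.00580). FKBP5 (ENSG00000096060.14), a cochaperone that dampens receptor signalling, lies on chromosome 6 from 35573585 to 35728583. It went from 0.308 UMIs per cell (SD 0.162, n = 4 wells) to 2.77 (SD 0.972, n = 4), a log2 fold change of 3.37 (standard error 0.35, adjusted p = 6.6e-09 from edgeR). ANGPTL4 (chromosome 19, 8363289 to 8374370), an inhibitor of lipoprotein lipase, went from 0.0893 (SD 0.0462, n = 4) to 1.46 (SD 1.06, n = 4), or 3.77 (standard error 0.46, adjusted p = 2.3e-07). TSC22D3 (chromosome X, 107713221 to 107777342), the anti-inflammatory protein GILZ, went from 0.0505 (SD 0.0771, n = 4) to 0.415 (SD 0.180, n = 4), or 3.81 (standard error 0.58, adjusted p = 2.5e-05). The clock gene PER1 (4.44, 0.90), the sodium channel subunit SCNN1B (4.09, 0.92), the transcription factor TFCP2L1 (3.14, 0.45) and CEBPB (1.80, 0.44) rose, as did SEC14L2, SLC2A14, CAPN8 and C6orf132. Falls included the cytokine TNFSF15 (-4.14, 0.55), the stress cytokine GDF15 (-2.56, 0.57), the p53 relative TP63 (-2.45, 0.33), the receptor kinase MST1R (-2.39) and SEMA3E (-2.27). Of reactive oxygen genes 4 of 33 fell (5 over the list alone, camera adjusted p = 0.00145), of hypoxia genes 1 of 29 rose (3, camera adjusted p = 0.0580), and of immediate early genes 2 of 30 rose (7 rose and 3 fell over the list alone, camera adjusted p = 0.000289), all with adjusted p = 0.888 with an estimated correlation. The count rests on 8 wells, and leaving out single wells gave 82 (without an ethanol well) to 168 genes. The ladder's scale puts the median gene at -0.33, and with TMM 174 genes rose and 88 fell.

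**Figure D8:**
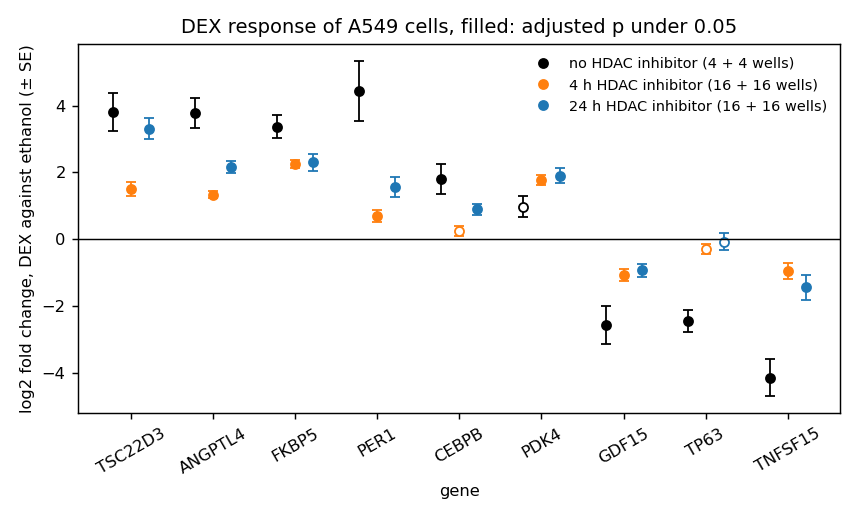
Log2 fold change of DEX over ethanol in A549 cells for 9 genes the text names, without HDAC inhibitor (4 against 4 wells) and after 4 h and 24 h of it (16 against 16 wells each). Error bars are 1 standard error computed from edgeR's F statistic, and points are filled where the adjusted p from edgeR is under 0.05. FKBP5 lies at 3.37 without inhibitor, 2.25 after 4 h and 2.30 after 24 h.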

In the absence of HDAC inhibitor, vehicle and DEX treated cells formed separate clusters in the UMAP embedding, with DEX treatment increasing the expression of GR activated genes, including *ANGPTL4, FKBP5*, and *TSC22D3* (Supplementary Fig. 12). By contrast, cells that received HDAC inhibitor prior to DEX treatment intermixed with those that only received the HDAC inhibitor treatment, suggesting they failed to mount a strong DEX-induced glucocorticoid response (Fig. 4b). Moreover, the loss of a distinguishable response to dexamethasone was seen after just 4 h of HDACi treatment, suggesting that failure to mount a GR response is not solely due to acetyl-CoA deprivation.

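Among nearest neighbours in the transcriptome, cells shared a DEX label more often than reassigned labels gave in every group. The excess was largest without HDAC inhibitor. In 609 A549 cells per group, 62.2% of a cell's neighbours without inhibitor shared its DEX label, where labels reassigned between wells gave 43.0%. This excess of 19.3 points (permutation p = 0.0320, near the smallest that 4 wells against 4 allow) compares with 8.30 points after 4 h and 12.6 points after 24 h (permutation p = 0.001 for both, the smallest that 1000 reassignments can give). The groups after inhibitor mix drugs and doses over more wells, so equal numbers of cells do not make the groups alike. With conventional factors the excess was 22.2, 8.67 and 11.2 points. DEX and ethanol cells are thus still distinguishable in all groups, and the difference between the groups was not tested.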

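After 4 h of HDAC inhibitor DEX still raised and lowered genes, with smaller folds. In edgeR 59 genes rose and 214 fell, with 1673 at an unadjusted p under 0.05, from 16 wells against 16. Scaled by TMM 130 rose and 88 fell, so the balance depends on the scale. Glucocorticoid-induced genes had 16 of 32 rise (18 rose and 4 fell over the list alone, adjusted p = 3.1e-09 with an estimated correlation). FKBP5 was at 2.25 (standard error 0.11, adjusted p = 3.4e-25 from edgeR), ANGPTL4 at 1.34 (0.11), the insulin-like growth factor binder IGFBP1 at 2.98 (0.37), the guanine exchange factor FGD4 at 1.59 (0.10), the calcium binder S100P at 1.87 (0.18) and the kinase PDK4, which restrains pyruvate dehydrogenase, at 1.77 (0.14). Falls included CYP24A1 (-1.58, 0.12), the cyclooxygenase PTGS2 (-1.15, 0.14), JUN (-1.32), BHLHE40 (-1.21) and GDF15 (-1.07, 0.18). Cholesterol synthesis had 4 of 24 fall (11 over the list alone, adjusted p = 0.665 with an estimated correlation). The difference from the DEX effect without inhibitor was called for 37 genes. Among these ANGPTL4 responded less by -2.43 (standard error 0.44, adjusted p = 0.000817), GALNT18 by -2.14 and NDRG1 by -1.64, while TP63, which DEX lowers, was lowered less, with a difference of 2.15 (0.37, adjusted p = 0.000717). Glucocorticoid-induced genes as a list responded less (11 of 32 over the list alone, 2 over all genes, adjusted p = 0.000126 with an estimated correlation). DESeq2 called 62 such differences, 35 of them the same.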

We next performed differential gene expression analysis (Supplementary Tables 4 and 5) amongst the various treatment groups. 

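Part of the DEX genes kept a call after HDAC inhibitor, and the order of the durations depends on how many cells are used. The differences in these shares were not tested. Of the 164 genes that DEX changed without inhibitor, 59 changed the same way after 4 h (36.0%, exact interval 28.6 to 43.8 over genes) and 30 after 24 h (18.3%, 12.7 to 25.1). Adjusted over the list alone, which these wells chose, they were 89 (54.3%) and 60 (36.6%). Rising genes kept the call in 25 of 56 (44.6%) and 22 of 56 (39.3%), with FKBP5, ANGPTL4, TSC22D3 and the kinase SGK1 among them. Falling genes kept it in 34 of 108 (31.5%) and 8 of 108 (7.41%), where GDF15 and PTGS2 stayed at both durations. The median log2 fold change of rising genes was 1.85 without inhibitor, 0.49 after 4 h and 0.67 after 24 h, and that of falling genes -1.44, -0.34 and -0.32. The inhibitor wells outnumber those without inhibitor 4 to 1, so power differs. With inhibitor cells drawn down to 233 and 376 cells, 14 genes (8.54%) kept the call after 4 h and 25 (15.2%) after 24 h. For genes chosen in replicate 1 and measured in replicate 2 the shares were 26.3% and 28.9%, and for those chosen in replicate 2 and measured in replicate 1 they were 27.5% and 15.0%, the opposite order. The response after inhibitor is thus a matter of calls, and 214 other genes were called after 4 h and 76 after 24 h only.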

Of the 171 DEX-responsive genes we identified by comparing DEX-treated to untreated cells, only 67 (39%) and 57 (33%) genes properly responded to DEX in cells which had been treated with an HDAC inhibitor for 4 and 24 h, respectively (Fig. 4c). These genes included those involved in hypoxia response and tumor necrosis factor alpha (TNF-A) signaling pathways (Supplementary Fig. 13a, b). 

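Glucocorticoid targets kept a call after inhibitor more often than other DEX genes did. Of the 13 glucocorticoid-induced genes that DEX raised without inhibitor, 11 responded after 4 h (Fisher's exact adjusted p = 0.0027 against other DEX genes) and 11 after 24 h (adjusted p = 8.1e-07). These tests take genes as independent, which genes measured in the same wells are not. All 13 rise, and after 24 h 39.3% of all rising and 7.41% of falling DEX genes kept the call. Direction and size of the fold were not held equal, so the tests do not show that receptor targets are spared. The 13 are ANGPTL4, CEBPB, DUSP1, ERRFI1, FGD4, FKBP5, MT2A, PER1, SGK1, TFCP2L1, TIPARP, TNS4 and TSC22D3. The hypoxia list had 1 DEX gene, ANGPTL4, which responded at both durations (Fisher's exact adjusted p = 0.514 and 0.457). After inhibitor DEX raised 3 of 29 hypoxia genes and lowered 1 at 4 h, and raised 3 at 24 h. The NF-kB list, which holds targets of TNF-A signalling, also had 1, PTGS2 (chromosome 1, 186671791 to 186680922), the enzyme that makes prostaglandins, which DEX lowered at both durations, at 24 h by -1.55 (standard error 0.23). After inhibitor 1 of 9 NF-kB genes fell at each duration (3 and 1 over the list alone, adjusted p = 0.279 and 0.113 with an estimated correlation). Of immediate early genes DUSP1 and ZFP36 were DEX genes, and both responded at 4 h and 1 at 24 h.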

The DEX response appeared primarily impacted by the duration of HDAC inhibition rather than dose, as we observed no genes with significant dose-dependent changes in transcriptional outcome between cells pretreated with 1 μM and 10 μM of HDACi.

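The DEX effect differed between 1 and 10 µM of inhibitor at no gene after 4 h and at 1 gene after 24 h. After 4 h 349 genes had an unadjusted p under 0.05 in edgeR and none passed. After 24 h 635 did, and FGD4 (chromosome 12, 32399558 to 32646050), which activates the GTPase CDC42, passed with a smaller DEX effect at 10 µM by -1.34 (adjusted p = 0.00589 from edgeR). DESeq2 called 1 gene too. In 14 of 40 splits of the wells as many genes were called, so chance is not excluded. Across all 164 genes the median ratio of the DEX fold after to without inhibitor was 0.234 at 4 h and 0.258 at 24 h.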

We then assessed whether the magnitude of transcriptional changes induced by DEX is impacted by HDAC inhibition. Indeed, the DEX-induced transcriptional changes were attenuated by prior HDAC inhibition for 93% of the genes, suggesting a severely compromised activation of GR response by DEX in HDAC inhibitor treated cells (Fig. 4d). 

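Nearly every DEX gene had a smaller response after HDAC inhibitor. Of the 164 genes, all 164 had a log2 fold change nearer 0 after 4 h and 162 after 24 h, which is 99.4% of the 328 comparisons. The test of the difference itself passed for 33 DEX genes at 4 h and 26 at 24 h, every one of them a smaller response (145 and 124 when adjusted over the DEX genes alone, which these wells chose). At 24 h the DEX effect was smaller for GALNT18 (-2.33, standard error 0.39), SYBU (-2.19), the transcription factor FOXO3 (-1.89) and the choline kinase CHKA (-1.26). DEX lowered TP63 and DCDC2 less at 24 h, with differences of 2.36 (0.40, adjusted p = 0.000221 from edgeR) and 3.02. In all 35 genes differed at 24 h, 28 up and 7 down, and DESeq2 called 121. Because the genes were chosen on the wells without inhibitor, their folds there are biased upward. When the 164 genes with the smallest p were chosen on 2 ethanol and 2 DEX wells and measured in the other wells, 85.9% were attenuated at 4 h (70.7 to 95.7 over 36 choices) and 80.7% at 24 h (68.9 to 89.0). Scaled by TMM 24 genes had a higher and 64 a lower DEX effect at 4 h, and 17 and 39 at 24 h. From this attenuation the paper proposes a severely compromised activation of the glucocorticoid response.

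**Figure D9:**
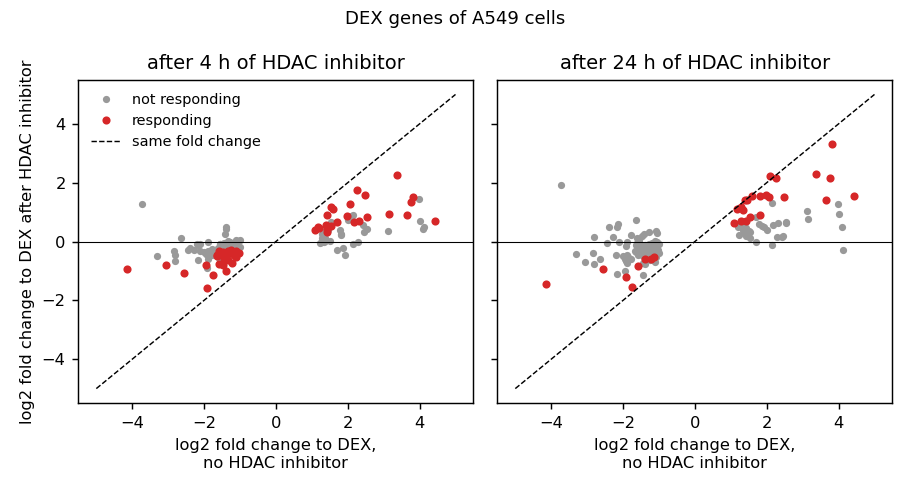
Log2 fold change of DEX over ethanol for the 164 DEX genes after 4 h (left) or 24 h (right) of HDAC inhibitor against that without inhibitor in A549 cells, with genes that respond after inhibitor in red and a dashed line of equal folds. All but 2 of the 328 points lie nearer 0 than the line.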

Interestingly, the attenuation of the DEX response was more severe after the 4 h HDAC inhibitor treatment than after 24 h of exposure (Supplementary Fig. 13c, d). For example, the GR-induced activation of *TSC22D3*, a glucocorticoid-induced transcriptional regulator of anti-inflammation^43^, was significantly impaired after 4 h HDAC inhibitor treatment (log2 fold change of 1.65), but only slightly impaired after 24 h HDAC inhibitor treatment (log2 fold change of 3.43). 

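Attenuation at 4 and 24 h differed for few genes. Of the 164 DEX genes 94 (57.3%) were nearer 0 after 4 h than after 24 h and the others were nearer 0 after 24 h. Counted in the DEX direction, 81 had the larger fold at 24 h. The test of 24 h minus 4 h called 4 of them, 3 with the larger effect at 24 h. Over all genes it called 15, with 12 higher and 3 lower, 769 at an unadjusted p under 0.05 and 20 calls from DESeq2. The sulfotransferase CHST7 was higher by 1.88 (standard error 0.36), the muscle protein NEBL by 1.16 (0.18, adjusted p = 7.6e-05 from edgeR) and TBC1D8 by 0.88, while the sorting receptor SORCS1 was lower by -4.37 (0.90). The camera test placed adhesion (adjusted p = 0.00264) and ribosomal protein genes (0.00420) higher and G2/M genes lower (0.000781), with an adjusted p = 0.956 with an estimated correlation for each.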

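TSC22D3 (ENSG00000157514.16) responded to DEX in all 3 groups. After 4 h of inhibitor it went from 0.105 UMIs per cell with ethanol (SD 0.0739, n = 16 wells) to 0.287 with DEX (SD 0.115, n = 16), a log2 fold change of 1.51 (standard error 0.22, adjusted p = 2.3e-06 from edgeR). After 24 h it went from 0.0540 (SD 0.0505, n = 16) to 0.534 (SD 0.320, n = 16), or 3.31 (standard error 0.31, adjusted p = 1.35e-11). Differences between these effects come from the other fit, over all co-treatment wells. There the difference from the effect without inhibitor was -2.26 at 4 h (standard error 0.68, adjusted p = 0.131) and 0.21 at 24 h (standard error 0.48, adjusted p = 0.898). Between 24 h and 4 h it was 2.48 (standard error 0.65, adjusted p = 0.108). None of these differences passed over all genes. The separate fits give TSC22D3 a smaller effect after 24 h than without inhibitor, so the sign at 24 h depends on the fit. Inhibitor alone for 4 h raised TSC22D3 by 1.71 (standard error 0.63, adjusted p = 0.0367). FKBP5 was at 2.30 (0.24) and ANGPTL4 at 2.16 (0.18) after 24 h. In the fit over all co-treatment wells their differences were -1.40 (adjusted p = 0.0544) and -1.50 (adjusted p = 0.119). DEX after 24 h raised 74 genes and lowered 32, with 778 at an unadjusted p under 0.05, and 17 of 32 glucocorticoid-induced genes rose (22 over the list alone, adjusted p = 7.6e-07 with an estimated correlation), among them SGK1 (1.59, 0.24). Thrombomodulin (THBD, 2.22) and the lipid droplet coat PLIN2 (1.64) rose too. Falls were led by SORCS1 (-2.44) and IER3 (-1.48, 0.18). Scaled by TMM DEX after 24 h raised 112 genes and lowered 35.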

In the case of *TSC22D3*, the recovery of GR-inducibility after extended HDACi resembles its behavior during inflammatory signaling, when activation of *TSC22D3* coincides with prolonged hyperacetylation of histones^44–46^ and metabolic reprogramming^47^.

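Of the 164 DEX genes 105 had no call after 4 h of inhibitor and 134 after 24 h. Among them 97 had none at either duration, where 85.8 are expected if the durations were independent, although they share the wells that chose the genes. Another 8 lacked the call at 4 h alone and 37 at 24 h alone, and 22 responded at both. The genes without a call at either duration include many that fell with DEX, such as the receptor BMPR1B (chromosome 4, 94757955 to 95158448), at -1.01 without inhibitor (standard error 0.27, adjusted p = 0.0405 from edgeR), 0.06 after 4 h and -0.39 after 24 h (adjusted p = 0.714). Its DEX effect differed at 4 h by 1.06 (0.24, adjusted p = 0.0133). CEBPB (chromosome 20, 50190830 to 50192668), a transcription factor of inflammation, was at 0.26 after 4 h (adjusted p = 0.377) and had risen by 0.89 after 24 h (0.18, adjusted p = 0.000993). A gene without a call is not shown to be unresponsive.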

HDACi-treated cells failed to regulate a majority of GR response genes, even after only 4 h of exposure to inhibitors, suggesting that disrupting histone acetylation dynamics is sufficient to interfere with the glucocorticoid response (Fig. 4e). 

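Genes that manage reactive oxygen were a small part of the DEX genes. Of 33 measured, 4 fell with DEX, namely GCLC (chromosome 6, 53497341 to 53616970) of glutathione synthesis, NFE2L2 (chromosome 2, 177218667 to 177392756), the NRF2 regulator of antioxidant genes, the cystine transporter SLC7A11 (chromosome 4, 138164097 to 138242349) and the thioredoxin reductase TXNRD1 (chromosome 12, 104215779 to 104350307). Of these 3 still fell after 4 h of inhibitor and none after 24 h. At 4 h the 1 of 4 without a response was not told apart from the 104 of 160 other DEX genes (Fisher's exact adjusted p = 0.444). At 24 h all 4 and 130 of the 160 others lacked a call (adjusted p = 1), and with 4 genes an enrichment could be missed.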

Broadly, these genes were enriched for roles in managing reactive oxygen species, which are known to be affected by HDAC inhibition^48–50^ (Supplementary Fig. 14). Unresponsive genes also included G-protein coupled receptors associated with cytoskeleton reorganization, concordant with previous reports of HDAC inhibition preventing glucocorticoid-induced hypertension^51^ and changes in microtubule dynamics^52^. 

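The receptor list held no DEX gene. None of its 22 measured members changed with DEX without inhibitor (0 adjusted over the list alone), and its median log2 fold change was -0.39, close to that of all genes. After 4 h of inhibitor none passed over all genes and 4 fell over the list alone. Genes of the cytoskeleton among DEX genes were not tested as a class. DGKH (chromosome 13, 42040036 to 42256578), a diacylglycerol kinase downstream of such receptors, was at 0.95 with DEX (adjusted p = 0.117 from edgeR), and DOCK4 (chromosome 7, 111726110 to 112206407), a guanine exchange factor for RAC1, at 0.94 (adjusted p = 0.186).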

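DEX genes without a response after inhibitor fall into classes by what inhibitor alone did to them. After 4 h 54 were changed by inhibitor in the direction that DEX changes them, 46 were not called and 5 changed the opposite way. After 24 h the numbers were 64, 58 and 12. Counting all DEX genes, inhibitor alone changed 93 at 4 h, 82 of them in the DEX direction, and 96 at 24 h, 78 of them so. BMPR1B, which DEX lowers, fell with inhibitor alone by 2.41 at 4 h and by 2.63 at 24 h. ANGPTL4 rose by 2.10 (adjusted p = 1.0e-05 from edgeR) and 1.92 and CEBPB by 1.13 (adjusted p = 0.0139) and 1.88. FKBP5 had no such change, at 0.55 (adjusted p = 0.161) and -0.18 (adjusted p = 0.690). The wells with ethanol and no inhibitor enter both comparisons, DEX against ethanol and inhibitor against ethanol, so chance values of these 4 wells favour the same direction.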

Interestingly, we observed various classes of effects on these unresponsive genes suggesting multiple ways in which HDACi might interfere with the DEX response (Supplementary Fig. 15). GR-regulated genes that fail to respond after 4 h treatment with HDACi but do respond at 24 h included several members of the complement system (Fig. 4f). This is consistent with the effects of HDAC inhibition in regulating innate immune pathways^38,53,54^. In contrast, cells treated for only 4 h successfully regulated genes involved in fatty acid metabolism, while cells treated for 24 h did not, suggesting that acetyl-CoA deprivation may interfere with their regulation. 

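No member of the complement list was a DEX gene without inhibitor. Of 13 measured, none rose or fell (0 adjusted over the list alone), with a median log2 fold change of -0.34. After 4 h of inhibitor DEX lowered 1 of them, CD55, which shields cells from complement (1 rose and 3 fell over the list alone). Its DEX log2 fold change was -0.52 after 4 h and 0.30, without a call, after 24 h, and these differed by 0.85 in the fit over all wells (standard error 0.20, adjusted p = 0.0429 from edgeR). ALDH1A1 (chromosome 9, 72900671 to 73080442), a retinal dehydrogenase, was at -0.46 with DEX (adjusted p = 0.486), and inhibitor alone lowered it, by -0.46 at 4 h (adjusted p = 0.00703) and -1.44 at 24 h.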

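Among genes of fatty acid metabolism no DEX response was detected without inhibitor, with none of 37 called (0 adjusted over the list alone) and a median of -0.34. The lists of cell adhesion (36 measured), stress and apoptosis (18), MHC class I (8), ribosomal protein (67), mitochondrial (15), S-phase (38) and nuclear noncoding genes (12) had none called either. S-phase (camera adjusted p = 0.000342, median -0.67) and mitochondrial genes (0.0274, median -0.51) ranked below other genes, with an adjusted p = 0.888 and 0.926 with an estimated correlation. Markers of A549 had 1 of 14 fall (SLC7A11), acetyl-CoA and citrate genes 1 of 28 (ME1), G2/M genes 1 of 39 (ECT2) and p53 targets 1 of 21 (GDF15), and 2 of 22 HDAC inhibitor genes changed, with MT2A rising and BMP4 falling (4 and 2 over the list alone, camera adjusted p = 0.000910, adjusted p = 0.564 with an estimated correlation). Cholesterol synthesis genes had none called and 5 falling over the list alone (adjusted p = 0.888 with an estimated correlation). UGDH (chromosome 4, 39498755 to 39528311), which makes glucuronic acid, was at -0.66 with DEX (adjusted p = 0.273 from edgeR), and PDK4 (chromosome 7, 95583499 to 95596516), which holds back the supply of acetyl-CoA from pyruvate, rose after inhibitor at both durations, at 24 h by 1.90 (0.23).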

Importantly, fatty acid metabolism can contribute to acetyl-CoA synthesis^55^, raising the possibility that the cells’ compensation for acetyl-CoA deprivation may override their response to DEX.

## Discussion

Here, we show how a ladder of single-stranded DNA molecules can be incorporated into sci-RNA-seq experiments as an external normalization control, revealing changes in global transcript levels and the expression of individual genes. By affixing a set of hash oligos at predetermined concentrations to each nucleus, we demonstrate that a calibration curve can be constructed for individual cells, controlling for cell-to-cell technical variation introduced during library preparation. As a demonstration of the utility of hash ladders in single cell transcriptomics, we were able to dramatically enhance the detection of global repression in transcription caused by cyclin-dependent kinase inhibitor flavopiridol.

We then applied the hash ladder normalization approach to reveal dynamic changes in global transcriptional output and pinpoint the onset of acetate deprivation caused by histone deacetylase treatment. We anticipated that if anything, hyperacetylated chromatin in HDAC-inhibited cells would facilitate transcription, leading to increased expression of many genes. Surprisingly, our analysis showed that inhibiting histone deacetylases transiently leads to a global reduction in mRNA output and interferes with the cell’s ability to mount a transcriptional response to dexamethasone treatment. Both effects of HDACi treatment preceded the onset of acetyl-CoA deprivation, suggesting that they are not simply a consequence of metabolic changes in the cell. Taken together, these results lend support to the notion that chromatin serves as a reservoir of acetate for the cell, and that acetate flux through chromatin is important for cell metabolism and potentially transcription of many genes^21,34^.

Our analysis suggests that hash ladder-based normalization is particularly beneficial when changes in global transcriptional levels are expected (e.g., flavopiridol). By contrast, when only a small number of genes were affected by a treatment, conventional normalization performed similarly to the hash ladder-based normalization (e.g., HDACi and HDACi/DEX). However, because it is often difficult or impossible to predict the outcome of previously unseen perturbations, the hash ladder provides a robust normalization approach, unbiased by a priori assumptions.

Hash oligos are a versatile tool for single-cell transcriptome sequencing. As demonstrated in our HDAC inhibitor time course and dexamethasone experiments, hash oligos can easily be used both for sample multiplexing and as external standards in single-cell combinatorial indexing-based methods. This approach therefore enables gene expression profiling of many experimental conditions, including those with heterogeneous starting populations, with improved normalization. The dynamic range of a hash ladder can be easily tuned to assess the limits of detection and be used to model noise structure in scRNA-seq data^13,18^. Furthermore, hash oligos can be captured using aldehyde and alcohol fixatives (MeOH; unpublished result); therefore, hashing could be implemented in other scRNA-seq platforms that are compatible with chemical fixation.

Importantly, the hash ladder spike-in approach assumes that uptake of hash oligos is uniform across all nuclei in the experiment, and it is important to consider situations where this might be violated, such as with differences in cell cycle stage, cell size and/or cell or nuclear permeability. While it is challenging to correlate permeability and hash uptake, we believe that the effect of cell cycle/size on hash ladder normalization is minimal and found that an observed difference in hash uptake did not significantly alter differential expression analysis between these cells (Supplementary Figs. 16 and 17).

In summary, the use of a hash ladder offers an unbiased and versatile normalization tool that is simple, low-cost, and compatible with the highly scalable single-cell combinatorial indexing RNA sequencing method.

## Methods

### Cell culture

A549 (CCL-185 from ATCC) and HEK293T (CRL-3216 from ATCC) cells were cultured in DMEM (Gibco) media containing 10% fetal bovine serum (Invitrogen) and 1% penicillin and streptomycin (Gibco) at 37 °C with 5% CO_2_.

For the flavopiridol time course experiment, HEK293T cells were seeded onto a 6-well culture plate at a density of 4 × 10^5^ cells per well in 2 mL of media. For the HDAC inhibitor time course and HDAC inhibitor and dexamethasone co-treatment experiments, A549 cells were seeded onto a 96-well culture plate at a density of 2.5 × 10^4^ cells per well in 100 μL of media.

### Drug treatment

Cells were grown for 24 h after they were seeded onto the cell culture plates. For the flavopiridol time course experiment, 0.9 μL of 1 mM flavopiridol (Selleck Chemicals) was added to each 6 well to attain a final concentration of 300 nM. For the HDAC inhibitor time course experiment, 1 μL of 1 mM of either abexinostat (Selleck Chemicals) and pracinostat (Selleck Chemicals) was added to each 96 well to attain a final concentration of 10 μM. Similarly, for the HDAC inhibitor and dexamethasone co-treatment experiment, we added 1 μL of 100 μM or 1 μL of 1 mM of either abexinostat or pracinostat to each 96 well to attain a final concentration of 1 and 10 μM, respectively. Dexamethasone (Selleck Chemicals) was added at a concentration of 100 nM (1 μL of 10 μM) two hours before the end of the HDAC inhibitor treatment. DMSO (10%) was used as a vehicle for flavopiridol and HDAC inhibitor treatments and ethanol (10%) was used as a vehicle for dexamethasone treatment. The HDACi timecourse and HDACi/DEX co-treatment experiment was performed in duplicates, and the flavopiridol timecourse experiment was only performed once.

### Design of hash ladder

The structure of hash oligos is previously described by Srivatsan et al.^21^. The capture of hash ladder by nuclei is determined by factors including, but not limited to, sample processing, total RNA content, and sequencing depth. For mammalian cell lines, we estimate that the nuclear capture rate of hash oligos ranges from 0.1–1%. We empirically determined that the ladder should be constructed so that approximately 6–8 million hash molecules are spiked in for each cell or nucleus (assuming that each cell/nucleus takes up equal amounts of hash molecules in the solution) to obtain a median hash ladder UMI count of 1000–5000. For the pilot experiment, we used a hash ladder consisting of 8 different hash oligos, covering from 0.1–12.8 picomoles per one million nuclei. For the rest of our experiments, we spiked in a hash ladder consisting of 48 different hash oligos, ranging from 0.25 attomoles −20 femtomoles for 100,000 nuclei (flavopiridol) and for each 96 well (HDACi and dexamethasone). The detailed information on how the hash ladder mixture can be made is provided in Supplementary Table 6.

### Cell harvest, nuclei isolation, and hash oligo capture

To harvest the cells, media was removed and cells were washed with DPBS (Gibco) and dissociated off the plate using trypLE (Gibco). Trypsinization from trypLE was quenched with an equal volume of ice cold FBS containing DMEM media. Cells were pelleted by centrifugation at 500 × *g* for 5 min, washed with ice cold DPBS, and resuspended in ice cold DPBS. For the initial proof of concept experiment and flavopiridol time course experiments, cells were then counted with a hemocytometer using 0.4% Trypan Blue. Approximately 100,000 cells were pelleted at 500 × *g* for 5 min and resuspended in 1 mL of ice cold lysis buffer (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% IGEPAL CA-630) supplemented with 1% Superase RNase Inhibitor (Invitrogen) and 4.8 μL of the hash ladder mixture. After lysis with gentle pipetting, cells were fixed by addition of 4 mL of fixation buffer (5% paraformaldehyde in 1.25X PBS) on ice for 20 min. After the cells were fixed, they were washed with 1 mL of nuclei suspension buffer (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 1% Superase RNase Inhibitor, 1% 0.2 mg/mL NEBNext BSA) and resuspended in 100 μL of nuclei suspension buffer (NSB).

For the HDAC inhibitor time course and HDAC inhibitor and dexamethasone co-treatment experiments, cells were pelleted at 500 × *g* for 5 min and transferred to a 96-well V-bottom plate containing 100 μL of ice cold lysis buffer supplemented with 1% Superase RNase Inhibitor, 400 femtomoles of hash ID oligos and 4.8 μL of the hash ladder mixture in each well. Cells were then lysed with gentle pipetting, and 200 μL of fixation solution was added to each well and incubated on ice for 20 min. After fixation, the nuclei were pooled into a trough and transferred into a 50 mL conical tube. Nuclei were then pelleted by centrifugation at 500 × *g* for 5 min and washed with 1 mL of NSB twice before resuspending in 100 μL of NSB.

### Preparation of sci-RNA-seq libraries

The sci-RNA-seq libraries were prepared following the protocols as previously described by Cao et al.^2^ and Srivatsan et al.^21^. Isolated and hashed nuclei were permeabilized in 500 μL of permeabilization buffer (0.25% Triton-X in NSB) for 3 min on ice and then washed once with 1 mL of NSB. After the wash step, nuclei were pelleted at 500 × *g* for 5 min, and resuspended in 100 μL of NSB. The nuclei were then counted using a hemocytometer, and the concentration of the nuclei was adjusted to 2.5 million cells per mL. To each well of skirted twin.tec 96 well LoBind plate (Fisher Scientific, cat no. 0030129512), a mixture of 5000 nuclei, 0.25 μL of 10 mM dNTP mix (Thermo Fisher Scientific, cat no. R0193), and 1 μL of 25 μM uniquely indexed oligo-dT^1^ was added, followed by denaturation at 55 °C for 5 min and immediate reannealing on ice. Next, 1.75 μL of reverse transcription mix (1 μL of Superscript IV first-strand buffer, 0.25 μL of 100 mM DTT, 0.25 μL of Superscript IV (Thermo-Fisher) and 0.25 μL of RNAseOUT (Invitrogen) recombinant ribonuclease inhibitor) was added to every well incubated at 55 °C for 10 min and placed on ice. Reverse transcription was stopped by adding 5 μL of stop solution (40 mM EDTA and 1 mM spermidine) to each well. Nuclei were then pooled using wide bore tips for transfer to a trough, stained with DAPI at a final concentration of 3 μM, and finally transferred to 5 mL flow cytometry tube (Falcon) through the 0.35 μm filter cap. FACS Aria II cell sorter (BD) was used to sort 25–50 nuclei per well into 96 well LoBind plates containing 5 μL of Buffer EB (Qiagen). Nuclei were gated based on DAPI-A vs DAPI-H to ensure sorting of single nuclei.

After sorting, second strand synthesis was performed by adding 0.75 μL of second strand mix (0.5 μL of mRNA second strand synthesis buffer and 0.25 μL of mRNA second strand synthesis enzyme, New England Biolabs) to each well and incubating at 16 °C for 180 min. Tagmentation was performed by adding 6 μL of tagmentation mix (0.02 μL of a custom TDE1 enzyme in 6 μL 2× Nextera TD buffer, Illumina) to each well and incubating for 5 min at 55 °C. The tagmentation reaction was stopped by adding 12 μL of DNA binding buffer (Zymo) and incubating for 5 min at room temperature. Each well was then purified by using 36 μL (1.5X) of Ampure XP beads (Beckman Coulter), eluted in 16 μL of EB buffer and transferred to a new 96 well LoBind plate.

Each well was mixed with 2 μL of 10 μM indexed P5 primer, 2 μL of 10 μM indexed P7 primer^1^ and 20 μL of NEBNext High-Fidelity master mix (New England Biolabs) and PCR was carried out using the following program: 72 °C for 3 min, 98 °C for 30 s and 19 cycles of 98 °C for 10 s, 66 °C for 30 s and 72 °C for 1 min followed by a final extension at 72 °C for 5 min. The PCR products were then all pooled, concentrated using a DNA clean and concentrator kit (Zymo) and purified with 0.8X Ampure XP beads. Library concentrations were measured by Qubit (Invitrogen) and fragment sizes were visualized using TapeStation HS D1000 DNA Screen tape (Agilent). Libraries were sequenced on a Nextseq 500 platform (Illumina) using a high output 75 cycle kit (Read 1: 18 cycles, Read 2: 52 cycles, Index 1: 10 cycles and Index 2: 10 cycles).

### Pre-processing of sci-RNA-seq data

The sci-RNA-seq libraries were processed according to the protocol described in ref. ^21^. First, Illumina reads were demultiplexed using bcl2fastq (v2.20). Custom scripts were used to extract barcodes that match reverse transcription (RT) indices within Levenstein distance cutoff of 2. After RT barcode matching, poly(A) sequences were trimmed using trim-galore, and the trimmed reads were aligned to *hg38* using STAR aligner (v2.5.2b) with default settings. The aligned reads were filtered with MAPQ ≥ 30, deduplicated, and collapsed by unique molecular identifiers (UMIs). The deduplicated reads were then assigned to genes using bedtools intersect function with an annotated human gene model. Knee plots were then generated from UMI counts per cell barcode to filter out true cell barcodes from debris. Thresholds were selected on a per-experiment basis and gene expression profiles from cell barcodes with total UMI counts greater than the knee threshold were used to generate a CDS object for downstream analysis.

### Sample assignment with ID hash oligos

The hash IDs were assigned sample labels as described in ref. ^21^. In summary, reads from hash oligos were extracted from the demultiplexed read files by matching the first 10 bp of read 2 to the hash barcodes with the Levenstein distance of 2 and looking for trailing poly(A) sequences from position 12–16 bp. These reads were deduplicated and collapsed by UMIs, which were then used for sample assignment and hash ladder calibration line construction.

Nuclei with hash UMIs that did not significantly vary from a background hash UMI distribution were filtered out (FDR < 0.01). The background distribution was estimated for each experiment by averaging the hash UMIs from cell indices that are likely from debris fragments. The debris cells were obtained by filtering for cell indices with fewer than an empirically determined RNA UMI cutoff. To assign sample labels and filter out doublets, enrichment ratios were calculated for each cell by taking the ratio of the most abundant vs. the second most abundant hash ID. As described in ref. ^21^, the enrichment ratio cutoff is determined empirically and carefully chosen to separate unlabeled and singly labeled nuclei. For the flavopiridol and HDAC inhibitor time course and DEX co-treatment experiments, we used the enrichment cutoff of 10.

### Construction of hash ladder calibration curves

Hash counts from the ladder were considered separately from the hashes which label a cell’s sample (described above). After extracting hash read counts for each nucleus, nuclei were required to have a minimum number of unique ladder molecules recovered, as well as a total hash ladder UMIs > 100 for downstream analysis. For the experiments performed with the ladder of 48 hash oligos, nuclei with fewer than 10 unique hash ladder molecules were discarded. The observed read counts for each hash oligo in the hash ladder were then compared against the expected number of reads to construct a hash ladder calibration curve for each cell. The expected or theoretical abundance of each hash oligo was estimated by dividing the number of molecules in the ladder by the number of starting cells in each condition. A negative binomial regression model was then fit to each calibration line to obtain the slope and intercept values. To isolate cells with high quality hash ladder calibration lines, nuclei with pseudo R-squared value of less than 0.7 were removed.

### Computation of cell-specific hash ladder-based size factor

To normalize for cell-specific bias in scRNA-seq data, gene expression values are often divided by its cell-specific size factor. Conventionally, cell-specific size factors are computed by taking the geometric mean of the log total RNA UMIs from all cells in the experiment^15,16^. Therefore, conventional size factors are proportional to the cell’s total RNA UMIs:

1 $${f}_{i}\, \sim \,{x}_{i}$$

where *f*_*i*_ is conventional size factor value and *x*_*i*_ is total RNA UMI counts for cell *i*.

Here, we propose an alternative method to compute cell-specific size factors using the hash ladder parameters:

2 $${{f}_{i}}^{{\prime} } \sim {{\log }}\left(\frac{{z}_{i}}{{h}_{i}}\right)* \frac{{m}_{i}}{{-b}_{i}}* {r}_{i}$$

where $${{f}_{i}}^{{\prime} }$$ is the size factor derived from the hash ladder, *z*_*i*_ is total hash UMI count, *h*_*i*_ is the duplication rate for hash oligos, *m*_*i*_ is the slope of the hash ladder calibration line, *b*_*i*_ is the intercept, and *r*_*i*_ is the RNA duplication rate for cell *i*. In our analysis, the slope and intercept values are derived from fitting a negative binomial regression line to the expected and observed hash ladder counts.

With the assumption that the nuclear capture rate of the hash oligos are approximately equal across cells, we reasoned that technical variation should mostly account for the differences in the total number of observed hash UMIs. The distribution of total hash UMIs were log-normally distributed and therefore logarithm of total hash UMIs used for the calculation. Additionally, we reasoned that the slope and intercept values of the hash ladder calibration curves reflect the cells’ library preparation efficiency and the amount of input RNA/hash ladder molecules used for the library and sequencing^18^, respectively. For example, variations in reverse transcription (RT) reaction efficiency will influence the capture of lowly expressed RNA molecules (slope) and systematic errors in pipetting and pooling steps will affect the number of molecules captured in each reaction (intercept). The duplication rates of the hash oligos and transcriptomes were included in the size factor calculation to correct for differences in sequencing depth between samples and multiple sequencing runs. As a result, nuclei that exhibit high technical variation as indicated by the hash ladder parameters would have low size-factor values to compensate for low library preparation efficiency.

### Dimensionality reduction and pseudotime ordering

We analyzed our sci-RNA-seq data using Monocle3^2^. For dimensionality reduction, gene expression profiles were first divided by the cell-specific size factors (conventional or hash ladder) and log transformed after adding a pseudocount of 1. The normalized gene expression profiles were then reduced to 50 principal components with principal component analysis (PCA) and then they were further reduced to two-dimensional Uniform Manifold Approximation and Projection (UMAP) space using the reduce_dimension function in Monocle3.

For the flavopiridol and HDAC inhibitor time course experiments, cells were clustered with the Louvain community detection method^56^. As described by Cao et al.^2^, the cells ordered along a drug treatment pseudotime trajectory using the functions learn_graph, and order_cells in Monocle3. The exact details of the function parameters used for each experiment can be found in the provided code.

### Differential expression analysis

To perform differential expression analysis, we used the fit_models function in Monocle3. For each experiment, we performed differential expression analysis twice, using each normalization method.

For the flavopiridol and HDAC inhibitor time course experiments, we fit the normalized gene expression profiles using the model:

3 $${{\log }}({y}_{i}) \sim \,{t}^{{\prime} }$$

where *y*_*i*_ is the negative binomial variable that captures the UMI count of gene *i* and *t*′ represents pseudotime values that are smoothed via a natural spline function with 3 degrees of freedom to capture the dynamic expression patterns along the pseudotime trajectory.

For the HDAC inhibitor and dexamethasone co-treatment experiment, we extracted DEX-induced genes using the non-HDAC inhibitor treated cells with the model:

4 $${{\log }}({y}_{i}) \sim \,d$$

where *d* is a binary variable that indicates whether a cell has received the dexamethasone treatment. A gene is interpreted as DEX responsive if it has a significant DEX term (FDR < 0.05). To evaluate whether the transcriptional changes induced by DEX are prevented by differential cellular effect of HDAC inhibition, we performed differential expression analysis on 4 and 24 h HDAC inhibitor treated cells separately, using the same model formula as above with the additional terms that reflect the dose and drug information of the HDAC inhibitors.

To determine whether the HDAC inhibitor treatments alone alter the expression of the DEX response genes, we separately analyzed the cells that have received the HDAC inhibitor at each timepoint (4 and 24 h) using the model formula:

5 $${{\log }}({y}_{i}) \sim \,d$$

Additionally, we included terms such as PCR plate identity and HDAC inhibitor drug information, to the model to further regress out technical batch effects.

### Visualization and clustering of HDAC inhibitor pseudotime dependent genes

To visualize and cluster the differentially expressed genes that vary along the HDAC inhibitor pseudotime trajectory, we first identified DE genes with FDR < 1e−10 and number of expressed cells >100. The smoothed pseudotime fitted gene expression values were centered and z-scaled, and the resulting gene expression x pseudotime matrix was visualized and clustered with the ward.D2 method using the pheatmap package in R.

### Gene set enrichment analysis

We used the runGSAhyper function from the R *piano* package to perform gene set enrichment analysis on a list of differentially expressed (DE) genes. Briefly, runGSAhyper function uses Fisher’s exact test to evaluate whether the DE genes are enriched for particular gene sets against the background of expressed genes in the experiment. For our analysis, we used the Gene Ontology biological processes and MSigDB hallmark gene set collections, and we used the false discovery rate threshold of 0.05 for calling enriched gene sets.

### Determination of onset of acetyl-CoA deprivation

To determine the onset of acetyl-CoA driven cellular metabolic crisis due to histone deacetylase inhibition, we assessed the expression pattern of upregulated genes that are involved in metabolic processes such as glucose, alcohol, and fatty acid metabolism. Specifically, we filtered for the upregulated HDAC inhibitor pseudotime dependent genes using the metabolic process Gene Ontology terms. We then centered and z-scaled the pseudotime fitted expression patterns of these genes. We defined the time point at which the centered, z-scaled expression value exceeds zero as the onset of acetyl-CoA metabolic crisis. We determined this time point for all the upregulated metabolic genes and used the median time point as a global estimate. We followed this procedure for both the hash ladder normalized and conventional size factor normalized expression values.

### Annotation of unresponsive DEX genes in presence of HDAC inhibitors

By performing differential expression analyses, we identified a set of normally DEX-induced genes that become *unresponsive* to Dex as a consequence of HDAC inhibition. We also identified a set of normally DEX-induced genes that are altered due to HDAC inhibitor treatment. With these sets of genes, we annotated the *unresponsive* DEX genes as either saturated, dominated, or attenuated. Saturated indicates the gene is differentially expressed as a consequence of HDAC inhibition and in the same direction as the response to DEX alone. Similarly, a gene was defined as dominated (meaning expression changes were dominated by the HDAC inhibitor) if the gene is differentially expressed as a consequence of HDAC inhibition but in the opposite direction as DEX alone. Finally, an *unresponsive* DEX gene was classified as attenuated if the expression is not significantly altered by HDAC inhibition alone, but nonetheless incapable of responding to DEX after HDACi.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Peer Review File

## Data Availability

Raw and processed data used in this study have been deposited on GEO under accession number GSE166470 and available on our GitHub repository (see Code availability).

How the deposited data were processed for this re-analysis (not part of the article)

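Data and samples. The deposited data cover 1 proof-of-concept culture of untreated HEK293T cells, a flavopiridol time course of HEK293T cells in 6 wells with 1 culture per time, and 96 wells of A549 cells. The A549 plate holds an HDAC inhibitor time course (32 wells) and a co-treatment with DEX (72 wells), which share the 24 h wells with 10 µM inhibitor and ethanol. Only established cell lines were used. Each sample's drug, dose and time were taken from the authors' cell tables and hash sheets. For all 96 A549 wells the sheet and the cell table give the same treatment. The zebrafish nuclei and the bulk ERCC comparison that the paper mentions are not analysed here. A few named genes are not reported here.

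What the authors did. Reads were demultiplexed with bcl2fastq 2.20, trimmed of poly(A) with Trim Galore and aligned with STAR 2.5.2b with default settings to the human genome, named as hg38. The annotation version is not stated, and coordinates in the passages are those of the deposited gene table (58347 human genes, and 52636 mouse genes in the mixed table), called GRCh38 there. Reads were filtered on mapping quality, duplicate UMIs were removed and bedtools assigned reads to genes. Cells were kept above a threshold on a knee plot. The authors deposited counts, which are raw UMI counts per gene and cell and per hash oligo and cell, with nothing pooled or scaled. They also deposited fractions, namely the share of variance that a cell's ladder fit explains (pseudo R-squared) and the duplication share of its reads. A deposited ratio gives a cell's best over its second-best well hash, and the authors assigned wells at an enrichment ratio of 10 or more. The slope and intercept of each cell's ladder curve and both kinds of size factor are deposited scores, which the authors scaled so that only differences between cells of an experiment carry meaning.

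Cells and filters. Cells were kept with at least 100 ladder UMIs and a pseudo R-squared of at least 0.7, and the A549 cell table holds only such cells, 2958 and 3122 in the 2 libraries. In HEK293T cells the ladder fit was computed again with a negative binomial regression, and the deposited size factors follow the formula of the methods with no hash duplication term (Pearson r 1). For flavopiridol only human gene counts were used, and cells whose hash belongs to wells that the sheet does not list were left out. Expressed genes of the proof of concept are those found in at least 5% of the cells. Shuffles of the ladder factors were repeated 20 times.

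Depth. The proof of concept holds 1884 deposited cells with 19384727 RNA UMIs and a median of 7786.5 per cell. Flavopiridol has 1860 cells with 2199262 human RNA UMIs, between 231939 and 538166 per well. The HDAC inhibitor time course has 7817865 RNA UMIs over 32 wells and the co-treatment 19883745 over 72 wells, with 20789 to 767999 per well. A gene at the minimum mean of 5 UMIs per well has a large counting error in each well, so for such genes small folds can be missed.

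Libraries and wells. The 2 deposited A549 replicates were read at first as independent cultures. They hold the same 96 wells, and their numbers of cells per well differ no more than by counting (chi-square 108 with 95 degrees of freedom, p = 0.168). After removal of treatment means the numbers of cells per well had a Pearson r of 0.728 between the libraries. Of the reverse transcription wells in the cell names, 190 are shared (191 and 190 in all), while 0 PCR wells are shared. The replicates are therefore treated as 2 PCR libraries of the same wells, with medians of 4991 and 2944.5 RNA UMIs per cell, and the well is the replicate. Counts of both libraries were summed per well, with each cell's ladder factor multiplied by the depth of its library. The fit planned at first, with a block for the replicate and each library's wells as separate samples, is kept as an alternative.

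Gene tests. Cells are not replicates, so raw UMI counts were summed per well and fitted in edgeR 4.0.16 (limma 3.58.1, R 4.3.3, data.table 1.17.8) with the quasi-likelihood F-test. The library size was the summed hash ladder size factors of a well's cells, or total RNA for the conventional scaling of flavopiridol. Genes with a mean of at least 5 UMIs per well in at least 1 group were tested, 9806 for flavopiridol, 11172 for the time course and 9978 for the co-treatment, at a false discovery rate of 0.05. Flavopiridol was tested as a slope on log2 of hours plus 1 with 4 residual degrees of freedom. The HDAC inhibitor time course was tested as a natural spline with 3 degrees of freedom and as each time against 0 h, with a term for drug. The DEX response was fitted separately without inhibitor, after 4 h and after 24 h, with terms for drug and dose. In a fit over all co-treatment wells every group of drug, dose, duration and DEX had its own mean, and differences between DEX effects and the effects of inhibitor, dose and drug are contrasts of it. A log2 fold change is given with its standard error. DESeq2 1.42.0 was run with the same factors.

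Totals, orders and lists. Total RNA per cell was compared between groups of wells by exact permutation, or by 100000 resamples where there were more ways to regroup the wells. Pseudotime was a diffusion pseudotime on 50 principal components, 30 neighbours and 10 diffusion components, from 2000 variable genes found in a share of at least 0.05 of the cells, computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19 and scikit-learn 1.9.0. It takes the place of Monocle3, which was not run. Totals were averaged in 10 bins of equal numbers of cells. Duration, dose, drug and DEX were compared by their share of the sum of squares over wells, with the labels permuted between wells. Lists of genes were tested with camera at a preset correlation of 0.01 and with an estimated correlation, beside the count of members called over all genes and adjusted over the list alone. For flavopiridol at 24 h the median of a list's members with at least 50 UMIs was ranked among 10000 random lists of like expression. Figures were drawn with matplotlib 3.10.9.

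Genes named and lists used. Before the data were examined, the tests, the alternatives, the gene lists and the rule for naming genes were fixed, with the exceptions given in the closing section. By that rule the text names, for each main comparison, every gene the paper names. It also names the 10 largest rises and the 10 largest falls at an adjusted p under 0.05 with a mean of at least 5 UMIs per well, or some of them, and from each described list the 2 to 4 members with the smallest p. For flavopiridol it names the paper's genes and the 10 largest rises and falls with at least 200 UMIs over the 6 wells. Genes outside the rule were chosen after their values were seen, namely MALAT1 and MT-RNR2 in the CV comparison, and single genes where 5 or fewer were called. The lists cover acetyl-CoA and citrate, fatty acid metabolism, cholesterol synthesis, hypoxia, reactive oxygen, stress and apoptosis, p53 targets, immediate early genes, NF-kB targets, glucocorticoid-induced genes, HDAC inhibitor response, complement, MHC class I, cell adhesion, G protein-coupled receptors, S phase, G2/M, ribosomal protein, mitochondrially encoded and nuclear noncoding genes, and markers of HEK293T and of A549.

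Tests on simulated data. The gene tests were tested on simulated data, negative binomial counts drawn with each gene's level and dispersion in the deposited counts, in which 200 genes were given a known change and the others none. At a true log2 fold change of 1 the DEX test recovered 15.9% without inhibitor, 78.4% after 4 h and 65.9% after 24 h, and at 2 it recovered 73.2%, 98.2% and 94.6%. The differences between DEX effects recovered 23.9% and 20.5% at a change of 1, and 66.1% and 61.6% at 2. Inhibitor alone recovered 44.3% at 4 h and 40.9% at 24 h for a change of 1, and 87.5% and 79.5% for 2. The time course spline recovered 18.5% and 65.7%. The flavopiridol trend recovered 1 of 111 genes with a slope of 0.5 per log2 hour under ladder scaling and 8.11% under conventional scaling, and none with a slope of 0.25. In the deposited counts the ladder fit called 4737 of 9806 genes as falling, far more than the 200 simulated. A threshold adjusted over genes is looser where many change, so this recovery does not carry over to that fit. The same limit holds for inhibitor alone and the spline, which also called many genes. No call had the wrong sign, from 1 to 10 unchanged genes were called per test, and the median estimate was between 0.936 and 1.09 of the true value.

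Alternatives and limits. For each result the normalization, the filters on cells and on low counts, the tool, the replicate block and single replicates, wells or times were varied, and the closing section gives the effect. Random splits of the wells were limited to 40 for fits over all wells and to 100 for the DEX response after inhibitor, with 35 possible without inhibitor. The last deposited column of the flavopiridol ladder sheet is not explained and was not used. The numbers of cells stated in the paper differ from those in the files, which were used as deposited. The published sci-Plex gene list, the clusters of gene profiles and the Monocle3 models over single cells are not analysed here.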

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

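Chosen after the result was seen were the tests with shuffled factors against conventional factors, of thinned cells and the same cells not thinned, of the libraries' depth, of total RNA without single wells, of the fall at intermediate times and of RNA counts after 4 h of inhibitor, and the choice of DEX genes on part of the wells.

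Wells far from the others. In 4 of 25 groups of wells tested, 1 well's mean RNA UMIs per A549 cell lay far from the rest of its group, where chance gives about 1 in 20 groups. At 1 h of the time course a well had 5395 UMIs against 3225 to 3594 in the other wells, and at 3 h a well had 3073 against 3593 to 3685. With pracinostat at 1 µM for 24 h and ethanol a well had 4695 against 5182 to 5243. Without inhibitor an ethanol well had 5992 against 4011 to 4206, and it holds 21 cells. No explanation was tested for these wells, and they were kept in all results.

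DEX effects that differ between groups. The DEX effect differed from that without inhibitor at 37 genes after 4 h and at 35 genes after 24 h, and between 24 h and 4 h at 15 genes. Over 40 splits of the wells each, the highest counts of the others were 1, 9 and 1, and the real split alone (1 of 40) was as large. That is the smallest share 40 splits can give, with no adjustment for the number of counts tested. Chance is thus unlikely for these counts but not excluded. Between 1 and 10 µM the DEX effect differed at 1 gene, FGD4 after 24 h, the highest of the other splits called 3 and 14 of 40 splits called as many, so chance cannot be excluded. Between the drugs the DEX effect after 24 h differed at 3 genes, chosen here after their values were seen. They are FBXO32 (log2 difference -3.44, standard error 0.72), IQCJ-SCHIP1 (-2.58, 0.56) and NRP1 (-1.87, 0.40), each with an adjusted p of 0.0401 from edgeR.

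Drug differences in the time course. The changes from 0 h differed between abexinostat and pracinostat at 5 genes at 24 h, named here after their values were seen, with CYP24A1 at 3.31, KYNU at 3.39, MIR100HG at 4.73, TGFBI at 3.09 and CENPP at -2.75 on the log2 scale. Over all times 8 genes were called, and 5 of 40 splits of the wells called as many or more, so chance cannot be excluded. The highest of the other splits called 309 genes, several times the real count, which points to a structure of the wells other than drug. No explanation was tested for that structure.

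Cells outside the listed wells. A further 1619 cells of the flavopiridol data carry a hash of wells that the sheet does not list, and their RNA is mouse, with a median of 97.3% mouse UMIs. The paper does not report on them, and their treatment is not known.

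Other splits of the wells. For each of the remaining counts the real split alone (1) gave a result as large, the smallest share these splits can give. Chance is thus unlikely for them but not excluded. Without inhibitor DEX changed 164 genes and the highest of the other splits 5, of 35 in all. After 4 h of inhibitor the counts were 273 and 3, and after 24 h 106 and 2, over 100 splits each. With 40 splits each, the real and the highest other counts were 740 and 312 for dose without DEX, 192 and 130 for the drugs in the co-treatment, 2313 and 1088 for inhibitor alone at 4 h, 4124 and 304 at 24 h, 5847 and 159 for the spline of the time course and 4489 and 1607 for the times against 0 h. Splits that part the treatments unevenly carry some of their effect, so the other counts are not free of signal.

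Lower CV with ladder factors. In HEK293T cells 85.5% of genes had a lower CV with ladder than with conventional factors, but the same factors shuffled among cells gave a lower CV than conventional factors for 80.9% of genes (mean of 20 shuffles). Most of the difference may therefore come from the small spread of the ladder factors rather than from what they say about each cell. The factors do carry information on single cells, since the CV was lower with them than with shuffled factors for 84.7% of genes. Whether that information is the capture of RNA or cell size, which moves RNA and ladder together, was not tested. No biological condition varies in this experiment.

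Total RNA nadir along HDAC inhibitor pseudotime. The tables argue against an unequal depth of the libraries, as the nadir was 41.4% in the library where it was lower. When cells were thinned to equal depth before ordering, the nadir was 10.9%, but thinning leaves out cells under 1000 UMIs, and without them it was 20.7% with no thinning, so that test cannot tell whether the order places cells of low total RNA together. Without treatment, 0 h cells ordered alone gave a fall of 80.7%. A biological fall at intermediate times stays open, since the lowest time, 3 h, was at -25.2% of 0 h with an adjusted p of 0.686 (exact permutation, 4 wells against 4, lower than the mean of 0 h in 4 of 4 wells), but it was at -9.87% without the 0 h well of 7052 UMIs, which holds 14 cells. Thinning also removes information from cells rich in RNA.

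Smaller DEX effect after HDAC inhibitor. Genes chosen in 1 library were attenuated in the other library in 81.6% of cases or more, which argues against noise of the libraries, and genes chosen on part of the wells were attenuated in the remaining wells in 85.9% at 4 h and 80.7% at 24 h. Fewer RNA UMIs per cell are argued against at 24 h, where the mean without DEX was 20.2% higher (15.4% to 34.0% with single ethanol wells left out). At 4 h the change was -3.67% (exact permutation p = 0.53), and 7.42% without the ethanol well of 5992 UMIs and 21 cells, so not even its sign is settled. The biological explanation, that inhibitor reduces the DEX effect, predicted a lower ratio of folds, and the highest median ratio in the library not used for the choice was 0.376. It remains a hypothesis, since a saturation of DEX genes by inhibitor alone was not tested apart from the ethanol wells that enter both comparisons.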

How the results depend on the processing

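The alternatives with all factors at 1, with mostly human, human and mouse or non-mitochondrial counts, with library depth in the factors, with DEX genes chosen on part of the wells, with 0 h cells on the first principal component, with cells of at least 1000 UMIs not thinned, and without the 24 h or single untreated wells were chosen after seeing the data; the others were fixed earlier. Of 1446 results for named genes under an alternative, 1345 kept their direction and their side of the threshold, 83 no longer passed, 18 newly passed and 0 reversed. Of 281 results for counts and other summaries, 162 stayed, 2 newly passed, 116 moved and 1 reversed. Unless a reason is given, the cause was not tested. Each of the alternatives fixed earlier gave a value.

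Proof of concept. On log10 counts the coefficient of determination between ladders was 0.969 (0.996 on counts). By McFadden's form the median pseudo R-squared was 0.239 (0.954) and 0 cells (1885) passed both limits, as that form lies on a lower scale. The share of genes with lower CV, hash ladder against conventional, 85.5%, was 83.5% with all factors at 1 in place of ladder factors, 80.3% with factors shuffled once (80.9% as the mean of 20 other shuffles) and 75.5% for genes in at least 20% of the cells. With factors proportional to the total ladder count it was 14.2%, so the direction reversed.

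Flavopiridol. The loss of RNA at 24 h, 57.2%, was 55.3% by medians, 61.2% divided by ladder factors, 71.8% divided by ladder counts and 57.6% without the ladder filter. In cells with at least 85% human UMIs it was 55.5%, with human and mouse UMIs 49.0% and without mitochondrial genes 67.7%. The flavopiridol trend, hash ladder normalization (4880 genes), had 1099 with hours as such in place of their log2, and the flavopiridol trend, conventional normalization (806), had 254. TMM gave 267 and no low count filter 1475 in place of 806. Leaving out times in turn gave 1265 (without 0 h) to 4896 genes with the ladder and 117 (without 12 h) to 761 with conventional scaling (201 without 0 h, 155 without 1 h and 537 without 6 h), with fewer wells in each fit. The rank correlation of total RNA with time was -1 with times left out and divided by ladder factors, and -0.943 by medians.

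HDAC inhibitor order and totals. The nadir, 38.7%, was 49.9% in the conventional order, 0 on the first principal component, 30.8% on the axis from 0 h to 24 h, 10.9% in thinned cells, which leaves out those under 1000 UMIs, and 30.0% with library depth in the factors. Without cells under 1000 UMIs it was 20.7% when the others were ordered anew and 21.5% along the same order. In 0 h cells ordered alone it was 80.7%, and on their first principal component 90.5%. Without single replicates it was 41.4% to 57.5%. The rise at 24 h, 23.9%, passed its test at 41.0% with ladder and library depth in the factors and at 47.6% without replicate 1. Without replicate 2 it was 36.6% and did not pass. Without single 0 h wells the total RNA per cell along HDAC inhibitor treatment time rose by 10.7% (0 h well 4) to 49.3% (0 h well 1, which holds 14 cells). The onset of metabolic genes, 3.87 h, was 2.84 h with conventional scaling.

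No ladder filter. With all cells the counts were 296 (164) for DEX without inhibitor, 600 (273) after 4 h and 200 (106) after 24 h. Differences of the DEX effect were 141 (37) at 4 h, 187 (35) at 24 h, 88 (15) between durations and 3 (1) by dose. Dose alone gave 1464 (740), inhibitor for 4 h 3531 (2313), the drugs 473 (192) in the co-treatment and 29 (8) in the time course. The share of DEX genes responding at 24 h was 26.4% (18.3) and the attenuated share 97.0% (99.4).

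Scaling and low counts. TMM gave 262 for DEX without inhibitor, 88 and 56 for the differences at 4 h and 24 h, 4 by dose, 314 for the drugs in the co-treatment and 23 in the time course, 25.2% responding at 24 h and 97.1% attenuated. With all factors at 1 the difference at 4 h was called for 62 genes. Without the low count filter the difference between durations had 28 genes, that by dose 14 and the drugs in the time course 16.

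Replicate block and tool. With the wells of each library as separate samples and a replicate block, the fit planned at first, DEX changed 311 genes without inhibitor and 427 after 4 h. That block fit called differences of the DEX effect at 81 (4 h), 126 (24 h), 24 (between durations) and 2 genes (by dose) and drug differences in the time course at 18. It counts each well as 2 samples, which narrows the spread. The same without the block gave 304 for DEX without inhibitor and differences at 70, 104 and 2 (by dose). DESeq2 gave 410 for DEX after 4 h, 62 and 121 for the differences and 18 for the drugs in the time course.

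Choice of the DEX genes. Of genes chosen in replicate 1 and measured in replicate 2, 26.3% responded at 4 h and 28.9% at 24 h, and 87.5% were attenuated. Chosen in replicate 2, 27.5% responded at 4 h and 15.0% at 24 h, and 96.2% were attenuated. Chosen on part of the wells, 83.3% were attenuated in the rest, a share raised by the scatter of folds from few wells. With inhibitor cells drawn down to the numbers without inhibitor, 8.54% (36.0) responded at 4 h, which fewer cells bring about. With an estimated correlation 15 gene lists (107) passed over all comparisons.

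Left-out replicates and wells. Without replicate 1 or 2 in turn, and for the DEX response without inhibitor also without single wells, counts were 40 to 168 for DEX without inhibitor, where leaving out replicate 1 gave 40 and replicate 2 76, and single wells gave 82 (ethanol well 2), 99 (DEX well 1) and 95 (DEX well 3). They were 82 to 117 after 4 h, 60 to 78 after 24 h, 0 to 5 and 2 to 19 for the differences at 4 h and 24 h, 4 to 5 between durations and 0 to 1 by dose. Dose alone gave 269 to 353, inhibitor 1194 to 1316 at 4 h and 2196 to 3075 at 24 h, the drugs 38 to 72 in the co-treatment and 4 to 8 in the time course. The spline gave 3988 to 4062 and the times against 0 h 2413 to 2895. DEX genes responded in 27.5% to 48.8% at 4 h and in 16.0% to 28.3% at 24 h (28.3% without DEX well 1, 26.3% without DEX well 3), and 98.7% to 100% were attenuated, with the DEX genes chosen anew each time on the wells that measure them. Without the 24 h wells the HDAC inhibitor time course genes by spline were 3579 (5847), the times 2945 (4489) and the drugs 3 (8). Each leaves fewer UMIs or wells to the fit.

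Depth. The DEX response without inhibitor rests on 8 wells, and in simulated data with its depth 15.9% of genes with a log2 fold change of 1 were recovered, against 78.4% after 4 h of inhibitor. Counts of called genes in these groups are limited by wells and UMIs, and a gene without a call is not shown to lack a response. For example, 54.3% of DEX genes keep a call at 4 h when adjusted over the list alone.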

Differences from the paper's values

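The shares of genes by UMIs per cell were computed after the result was seen; the alternatives named were set before the data were examined, and the value of each is this re-analysis's unless marked as the paper's. The paper's gene tests took single cells as replicates in Monocle3, while wells are the replicates here. The false discovery rate here is 0.05, which the paper's methods state for the DEX genes but not for the flavopiridol genes.

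Flavopiridol genes. The paper's text gives 406 more genes falling with ladder than with conventional scaling, and here there are 4125 more. No alternative came near, with 862 for hours as such, 1040 to 4192 with times left out, 3570 in DESeq2, 4136 without the ladder filter, 4591 without the low count filter, 4662 for TMM and 5702 for ladder counts as factors. The paper gives 31 fewer genes rising, and here it is 51 fewer. Without 6 h it was 33, which no longer differs, and all the other alternatives still differed, among them TMM at 49. The direction turned, to more genes rising with the ladder, without 0 h (24 more), 1 h (42 more) or 12 h (35 more). The bars show about 64 genes rising with conventional scaling in Fig. 2d, read by eye, against 194 here (71 without 0 h and 50 without 1 h no longer differ, all others do). They show about 52 falling with conventional scaling in Fig. 2d, read by eye, against 612 (78 without 12 h and 75 with TMM no longer differ, all others do). With ladder scaling they show about 33 rising in Fig. 2d, read by eye, against 143, and about 460 falling in Fig. 2d, read by eye, against 4737, and every alternative still differed. Shared by both scalings are about 30 rising genes in Fig. 2f, read by eye, against 131, and about 50 falling in Fig. 2f, read by eye, against 612, for which no alternative was run.

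HDAC inhibitor time course. The paper gives a nadir of total RNA 60.7% below the start, and here it was 38.7%. Values are taken to differ at a ratio above 1.5. By that limit it no longer differs in the conventional order (49.9%), with 20 bins (44.3%), without replicate 1 (57.5%) or without replicate 2 (41.4%). The same holds in 0 h cells alone (80.7%), but these are untreated and not comparable with a nadir under treatment. It still differs with ladder-scaled totals (40.0%), on the first principal component (0), on the axis from 0 h to 24 h (30.8%) and in thinned cells, without those under 1000 UMIs (10.9%). The paper places the onset of acetyl-CoA deprivation at 6 h, read from pseudotime. Here its median, read between sampled hours for other lists of genes, is 3.87 h. That is where genes cross their average over the sampled hours, so it depends partly on which hours were sampled. The median is 2.84 h under conventional scaling and 3.83 h for acetyl-CoA and citrate genes alone, both still different.

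DEX genes. The paper gives 33% of DEX genes responding after 24 h of inhibitor, which is 57 genes, and here it is 18.3%, or 30 genes of a different set. The share no longer differs with TMM (25.2%), without replicate 2 (23.7%), without the ladder filter (26.4%) or for genes chosen in replicate 1 (28.9%). It still differs in DESeq2 (17.1%), without the low count filter (20.8%), with the replicate block (17.4%) and without it (15.8%), without replicate 1 (17.5%), in subsampled cells (15.2%) and for genes chosen in replicate 2 (15.0%). Of rising genes about 42 responded at 24 h in Fig. 4c, read by eye, against 22 here, and of falling genes about 15 in Fig. 4c, read by eye, against 8. Genes not responding at 4 h alone are about 14 in Fig. 4e, read by eye, against 8, and those not responding at 24 h alone about 24 in Fig. 4e, read by eye, against 37.

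Statements that differ. The paper has RNA per cell rise with both the slope and the intercept of the ladder's curve, while here the rank correlation was -0.00675 for the slope, beside 0.174 for the intercept. Within quintiles of the intercept that of the slope was 0.0105 to 0.356, which goes the paper's way. It has nearly every gene vary less with ladder factors, which holds for 85.5% of genes here and for 41.4% of those with at least 1 UMI per cell. It has conventional scaling call similar numbers of genes in either direction after flavopiridol, where 194 rose and 612 fell with total RNA as the scale. With TMM 192 rose and 75 fell, so the direction with more genes depends on the scale. CD151 was lower on the ladder's scale as the paper has it. The paper has total RNA stable along the conventional order of HDAC inhibitor cells, and here it fell by 49.9%. It has the nadir of RNA come before the onset of acetyl-CoA deprivation, both read along pseudotime. Here the cells at the nadir had a median time of 6 h and the onset was at 3.87 h. These are unlike measures, the hours of cells in a pseudotime decile and levels joined between sampled hours. They give no order of nadir and onset, which was not tested. SLC2A3, ACSL3, IDH1 and ACLY rose as the paper has it.

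On DEX the paper has no gene whose effect depends on the inhibitor's dose, and here FGD4 did, at -1.34, although chance is not excluded. It has the attenuation stronger at 4 h than at 24 h. Here 94 of 164 genes were nearer 0 at 4 h, which goes the same way, but 81 had the larger fold in the DEX direction at 24 h, which does not, and the difference was called for 4 genes. It has TSC22D3 respond less at 4 h, where the difference of -2.26 had an adjusted p of 0.131 in edgeR. DGKH, DOCK4, ALDH1A1 and UGDH are DEX genes in the paper and were not called here, with adjusted p values of 0.117, 0.186, 0.486 and 0.273. Its classes of complement, fatty acid and receptor genes held no DEX gene of the lists used here, while FKBP5, ANGPTL4 and TSC22D3 rose as in the paper.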

Other observations

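All values in this part were chosen after they were seen. At 0 h, where no inhibitor had acted, the A549 wells labelled with abexinostat and pracinostat already differed at 1 gene, AC090630.1 (log2 difference -6.88, standard error 1.33, adjusted p = 0.0174 from edgeR), with 587 genes at an unadjusted p under 0.05. The same gene differed at 6 h relative to 0 h, by 10.26 (adjusted p = 0.000900), and at 12 h S100Z differed by 7.45 (standard error 1.28, adjusted p = 0.00113), where abexinostat has 1 well that is assumed to vary like the other groups. In the flavopiridol data the human share of UMIs went from 97.1% in vehicle to 81.5% at 24 h, and no explanation of this was tested.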
